# Inhibition of AhR improves cortical bone and skeletal muscle function via preservation of neuromuscular junctions

**DOI:** 10.1172/jci.insight.192047

**Published:** 2025-07-15

**Authors:** Kanglun Yu, Sagar Vyavahare, Dima Alhamad, Husam Bensreti, Ling Ruan, Anik Tuladhar, Caihong Dai, Joseph C. Shaver, Alok Tripathi, Kehong Ding, Rafal Pacholczyk, Marion A. Cooley, Roger Zhong, Maribeth H. Johnson, Jie Chen, Wendy B. Bollag, Carlos M. Isales, William D. Hill, Mark W. Hamrick, Sadanand Fulzele, Meghan E. McGee-Lawrence

**Keywords:** Aging, Bone biology, Osteoclast/osteoblast biology, Osteoporosis, Skeletal muscle

## Abstract

The aryl hydrocarbon receptor (AhR) is proposed to mediate the frailty-promoting effects of the tryptophan metabolite kynurenine, which increases with age in mice and humans. The goal of the current study was to test whether administration of pharmacological AhR inhibitors, BAY2416964 and CH-223191, could abrogate musculoskeletal decline in aging mice. Female C57BL/6 mice (18 months old) were treated with vehicle (VEH) or 30 mg/kg BAY2416964 (BAY) via daily oral gavage 5 days/week for 8 weeks. A second AhR antagonist, CH-223191, was administered to 16-month-old male and female C57BL/6 mice via intraperitoneal injections (3.3 mg/kg) 3 days/week for 12 weeks. While grip strength declined over time in VEH-treated mice, BAY preserved grip strength in part by improving integrity of neuromuscular junctions (NMJs), an effect replicated during in vitro studies with siRNA against AhR. Cortical bone mass was also greater in BAY- than VEH-treated mice. Similarly, CH-223191 treatment improved cortical bone and showed beneficial effects in skeletal muscle, including reducing oxidative stress as compared with VEH-treated animals. Transcriptomic and proteomic data from BAY-treated mice supported a positive impact of BAY on molecular targets that affect NMJ function. Taken together, these data support AhR as a therapeutic target for improving musculoskeletal health during aging.

## Abstract 2

Drugs that inhibit the aryl hydrocarbon receptor (AhR) improved cortical bone mass and skeletal muscle function in aged mice

## Introduction

The aryl hydrocarbon receptor (AhR) is a nuclear hormone receptor proposed to mediate effects of the tryptophan metabolite kynurenine and other ligands (1–4). We and others have shown that kynurenine increases with age in mice and humans (5–7), and importantly is associated with musculoskeletal frailty in humans (8–10). Beyond correlative studies, kynurenine has been identified as a likely causative factor for musculoskeletal decline, as several independent studies have demonstrated that administration of exogenous kynurenine promoted phenotypic changes, including muscle atrophy, bone marrow stromal cell (BMSC) senescence, osteoblast and osteoclast dysfunction, and bone loss that together mimic a musculoskeletal aging phenotype (2, 6, 11–15). This raises the possibility that therapeutically targeting the AhR could be beneficial for musculoskeletal health.

While whole-body and tissue-targeted genetic models are an excellent method to mechanistically define the role of AhR in signaling pathways (16–18), pharmacological inhibitors are important from a translational perspective. Several AhR inhibitors are in various stages of clinical development (3). The classical AhR antagonist 2-methyl-2*H*-pyrazole-3-carboxylic acid (CH-223191) was developed in 2006 and has been utilized extensively as an AhR-targeting agent in the years since (3, 19, 20). An AhR inhibitor called BAY2416964 (BAY), an orally active antagonist of AhR, has been more recently developed as an anticancer agent (3, 21). Recent results from clinical trials (ClinicalTrials.gov NCT04069026) suggest effective targeting of AhR by BAY in vivo as well as encouraging preliminary evidence of antitumor activity (22), and a very recent report suggested that BAY efficiently inhibits the AhR in mesenchymal lineage cells (23). The goal of the current study was to test whether pharmacological antagonism of AhR could abrogate musculoskeletal decline in aging mice.

## Results

### BAY inhibited activation of AhR.

Prior to beginning in vivo studies, we tested the efficacy of BAY as an AhR antagonist. We previously showed that kynurenine activates AhR transcriptional activity in mesenchymal lineage ST2 cells as shown by activation of a luciferase reporter featuring xenobiotic response element (XRE) binding sites for AhR and upregulation of AhR target genes, including Cyp1a1 (15). In the current study, induction of AhR transcriptional activity by 10 μM kynurenine in ST2 cells was effectively inhibited by cotreatment with BAY (Figure 1A). Moreover, we conducted RNAscope analyses of skeletal muscle and bone in the aged female BAY- and vehicle-treated (VEH-treated) mice (described below) to investigate expression of AhR and its target gene Cyp1a1, demonstrating that expression of these genes was suppressed in BAY-treated as compared with VEH-treated mice (Figure 1, B and C). BAY therefore appears to effectively inhibit AhR in musculoskeletal tissues.

### BAY treatment did not affect body mass or whole body composition but promoted modest decreases in skeletal muscle mass for fast-twitch muscles.

In preliminary studies (Supplemental Methods; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192047DS1), we delivered BAY or VEH to young (16-week-old) male and female C57BL/6 mice for 4 weeks (Supplemental Figure 1). While both female and male BAY-treated mice showed increased muscle endurance, as measured by hang time, compared with VEH-treated mice (Supplemental Figure 1, A–C), grip strength was only improved in BAY-treated females (Supplemental Figure 1, D and E). In addition, expression of the AhR target gene Cyp1a1 was significantly higher in the tibialis anterior (TA) from aged (22-month-old) as compared with young (4-month-old) untreated mice (Supplemental Methods), suggesting elevated AhR signaling in muscle with age. These findings suggested that effects of AhR inhibition may be more pronounced in an aged model. We therefore pursued further studies in aged mice focusing on female animals. When we delivered BAY via intraperitoneal injection in preliminary studies, we noted varying degrees of precipitation of the drug in the peritoneal cavity during necropsy (Supplemental Figure 1G; note yellow arrows). We therefore altered the route of delivery to oral gavage for the remaining studies to address solubility concerns.

In the aged mouse studies, neither body mass nor body composition (%fat, %lean) were different between groups at baseline, prior to the onset of treatment (*P* > 0.1915, data not shown). Daily oral gavage of 18-month-old female mice with BAY for 8 weeks did not deleteriously affect liver or kidney function as shown by serum measurements of aspartate aminotransferase (AST), alanine aminotransferase (ALT), blood urea nitrogen (BUN), or creatine (Supplemental Figure 2, A–E). Although AhR activity has been reported as critical for maintenance of gut barrier function (24–27), orally delivered BAY treatment did not promote a leaky gut phenotype (Supplemental Figure 2F).

Longitudinal changes in body mass (Figure 2, A and B) and body composition (Figure 2, C and D) over the 8-week study were not different between VEH- and BAY-treated mice. Tissue weights at sacrifice showed no impact of BAY on muscle weights of the mixed fiber type TA or the predominantly slow-twitch soleus (Figure 2, E and F). Interestingly, BAY treatment promoted a relative decrease in weight of the fast-twitch extensor digitorum longus (EDL) and a mild trend for decreasing the weight of the quadriceps (Figure 2, G and H). Although the quadriceps is a mixed fiber type muscle like the TA, it is predominantly composed of fast-twitch (glycolytic) fibers, particularly in aged animals which were reported to show a decline in slow-twitch (oxidative) fiber content as compared with younger mice (28).

### BAY treatment prevented loss of muscle function during aging.

Neither grip strength (*P* = 0.2858, data not shown) nor grip strength normalized to body mass (*P* = 0.3391, data not shown) were different between groups prior to the onset of treatment. The VEH-treated animals demonstrated a decline in forelimb grip strength over the course of the study, represented as a negative percentage change in grip strength between 0 and 8 weeks of treatment (Figure 3A), but this decline was prevented by BAY (*P* < 0.0001; Figure 3A). BAY-treated mice had greater grip strength (*P* < 0.0001; Figure 3B) and grip strength normalized to body mass (*P* = 0.0003; Figure 3C) as compared with VEH-treated mice after 8 weeks of treatment. In contrast, hang time testing of muscle endurance, which was also not different between groups at baseline (*P* > 0.9281; data not shown) did not change over the course of study (*P* = 0.6636; Figure 3D) and was not different between groups after 8 weeks of treatment (*P* > 0.9248; Figure 3, E and F).

### BAY treatment improved the integrity of the neuromuscular junction.

Surprisingly, despite the significant retention in grip strength observed in the BAY-treated mice, there were no differences between groups in muscle fiber average size (*P* = 0.9033; Figure 4A) or minimum Feret diameter (*P* = 0.9481; Figure 4B) in the TA. We therefore tested other potential contributing factors to muscle strength. Visualization of neuromuscular junctions (NMJs) in the TA revealed highly fragmented NMJs in the skeletal muscle of VEH-treated mice, whereas BAY-treated mice demonstrated excellent NMJ integrity (Figure 4C). BAY-treated mice also demonstrated a larger average area of acetylcholine receptor (AChR) cluster staining as compared with VEH-treated mice (*P*_posthoc_ = 0.0006) (Figure 4D) as well as lower fragmentation index values (*P*_posthoc_ = 0.0356) (Figure 4E). To determine whether this effect of BAY was due to preservation of the NMJ or rescue, we sacrificed an additional cohort of C57BL/6 females obtained from the National Institute on Aging (NIA) colony at 18 months of age, i.e., the age at which VEH or BAY treatments began. Surprisingly, NMJs in the TA of these 18-month-old control mice were indistinguishable from the 20-month-old VEH-treated mice in terms of average AChR cluster area and fragmentation index (Figure 4, D and E); *P*_posthoc_ = 0.3151 and *P*_posthoc_ = 0.5187, respectively), suggesting that the improvement of NMJ integrity in BAY-treated mice represented a “rescue” rather than “preservation” effect of the drug.

### BAY treatment demonstrated a mild beneficial effect on cortical bone.

Longitudinal changes in whole body bone mineral density (BMD) (*P* = 0.3929; Figure 5A), femur BMD (*P* = 0.7649; data not shown), and lumbar vertebrae BMD (*P* = 0.2790; data not shown) were not different between VEH- and BAY-treated groups. However, higher-resolution micro-computed tomography (microCT) measurements of cortical bone in the midshaft of the femur demonstrated that BAY-treated mice had a subtle but significantly greater cortical bone volume fraction (*P* = 0.0286; Figure 5B) as compared with VEH-treated mice, resulting from a strong trend for greater cortical bone volume (*P* = 0.0583; Figure 5C) without an impact on cortical bone tissue volume (*P* = 0.2807; Figure 5D). Cortical bone thickness was also significantly greater in BAY-treated as compared with VEH-treated mice (*P* = 0.0221; Figure 5E). Polar moment of inertia was not different between groups (*P* = 0.2666; Figure 5F). MicroCT measurements of cortical bone in the distal femoral metaphysis demonstrated that BAY-treated mice also showed modest but significant improvements in this site. While the BAY-treated mice did not show differences in cortical bone volume fraction (*P* = 0.1835; Supplemental Figure 3A) in the distal femur, they did develop greater cortical bone volume (*P* = 0.0217; Supplemental Figure 3B), cortical tissue volume (*P* = 0.0204; Supplemental Figure 3C), and cortical bone thickness (*P* = 0.0205; Supplemental Figure 3D), while also showing a mild trend for increased polar moment of inertia (*P* = 0.0950; Supplemental Figure 3E). Cortical bone porosity was not different between groups (*P* = 0.1609; Supplemental Figure 3F).

We conducted dynamic histomorphometry in the femur mid-diaphysis to determine whether periosteal or endocortical bone formation rates were affected by BAY treatment, but failed to detect any impact of BAY treatment on these metrics (Supplemental Table 1), although periosteal double labeling was largely absent in these aged VEH- and BAY-treated mice, precluding accurate quantification of periosteal bone formation metrics. Serum markers of bone resorption activity (TRAcP5b) and bone formation activity (P1NP) were not different between groups (*P* > 0.2011; Supplemental Figure 4, A and B). Likewise, neither histological metrics of bone marrow adiposity (*P* > 0.2283, Supplemental Figure 4, C and D) nor inflammatory cytokines in the serum or bone marrow fluid (Supplemental Table 2) were affected by BAY treatment. Other bone architectural properties, including trabecular bone properties in the distal femoral metaphysis and lumbar vertebrae, were not different between groups (*P* > 0.3660; Supplemental Table 3).

### Primary BMSCs from BAY-treated mice produced more colonies in vitro, resulting in increased formation of mineralized matrix.

Consistent with the observed increase in cortical bone mass, primary BMSCs isolated from BAY-treated mice showed enhanced production of mineralized matrix via alizarin red staining after 21 days in osteogenic culture (Supplemental Figure 5). To understand this effect, we conducted colony-forming unit–fibroblast (CFU-F; BMSC culture medium) and colony-forming unit–osteoblast (CFU-Ob; osteogenic culture medium) assays with primary BMSCs from a second cohort of animals. Primary BMSCs isolated from the BAY-treated mice demonstrated a propensity for enhanced proliferation, as colony formation visualized by crystal violet staining was significantly greater in cultures derived from the BAY-treated as compared with VEH-treated mice at both day 7 (Figure 6A) and day 14 (Figure 6B) of culture, resulting in greater mineralized matrix formation by day 21 in culture (Figure 6C). Consistent with staining results, mRNA expression from CFU-Ob collected at day 21 in culture demonstrated increased expression of cyclin D1 (Ccnd1), suggesting increased proliferation, and increased expression of Runx2, suggesting increased commitment to the osteoblast lineage, in the cultures derived from the BAY-treated as compared with VEH-treated mice (Figure 6D). However, expression levels of more mature osteoblastic markers like alkaline phosphatase (Alpl) and type 1 collagen (Col1a1) were not different between groups (Figure 6D).

### CH-223191 treatment demonstrated a mild beneficial effect on aged bone and muscle.

As BAY showed beneficial effects in both skeletal muscle and bone, we sought to determine whether this result could be replicated with another AhR antagonist. CH-223191, a well-known AhR antagonist (20), was administered to male and female C57BL/6 mice beginning at 16 months for a period of 12 weeks. Mice treated with CH-223191 had significantly (*P*_treatment_ = 0.0313) greater cortical bone volume than VEH-treated controls, although cortical bone volume fraction and cortical bone tissue volume were unaffected by treatment (Figure 7, A–C). While cortical bone thickness was not affected by treatment (*P*_treatment_ = 0.2926; Figure 7D), mice treated with CH-223191 showed a trend for increased polar moment of inertia (*P*_treatment_ = 0.0823; Figure 7E). These results suggest that CH-223191, like BAY, shows a mild, beneficial effect on cortical bone in aged mice. In the trabecular bone of the distal femoral metaphysis, CH-223191 treatment did not affect trabecular bone volume fraction, trabecular thickness, or trabecular separation (*P*_treatment_ > 0.1930; Figure 7, F–H) but showed a sexually dimorphic benefit for trabecular number, with increased trabecular number in CH-223191–treated male mice as compared with VEH-treated controls and no effect in female mice (Figure 7I). With regard to skeletal muscle, although quadriceps mass was not significantly affected by CH-223191 treatment (Figure 7J), TA fiber size was selectively increased by CH-223191 in males (Figure 7K), and TA from CH-223191-treated mice demonstrated a significant reduction in oxidative stress (as shown by H_2_O_2_ concentration in Amplex Red assays, Figure 7L; one male VEH-treated sample was excluded from analyses, as it was identified as a statistical outlier by Grubbs test) (29). Together, these data suggest that pharmacologically inhibiting AhR with CH-223191, as with BAY, has beneficial effects on both bone and muscle.

### RNA-seq and proteomics reveal cellular metabolic pathways affected by BAY in musculoskeletal tissues.

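Cortical bone RNA was sequenced from 4 mice treated with BAY and 4 mice treated with VEH, with 1 library per mouse. BAY was given at 30 mg/kg on 5 days per week for 8 weeks, and the mice were 18 months old at the start. The authors aligned the trimmed reads with STAR to mm39, quantified genes with the Partek E/M algorithm and deposited log2 of CPM, the counts scaled to a common library total, plus an offset. The lowest value in the table puts that offset at 0.0001. In each library most low values were whole multiples of a single step, taken as the value of 1 counted read, and 86.3% to 88.5% of the values up to 50 reads came out whole. On this scale, 930307 to 2418091 reads per library were counted on genes in BAY-treated mice, with a median of 2100429. In VEH-treated mice the range was 1086220 to 6951925, with a median of 2098002. The value of 3 reads, the smallest that the depth can show, ranged from 0.432 CPM in VEH replicate 1 to 3.2 CPM in BAY replicate 4, and this limit covers counting error only. BAY was compared with VEH by limma on the deposited log2 values with a mean-variance trend, two-sided and without a filter on low values. Coordinates are given on mm39.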

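Of 38933 genes in the cortical bone table, 249 had an unadjusted P value under 0.05 and a fold change of at least 2. Among them, 212 were higher and 37 were lower in BAY-treated mice, and 55 were protein coding. No gene had an adjusted P value under 0.05 in limma with Benjamini-Hochberg adjustment, where the smallest was 0.887, and 249 genes, or 0.6% of all genes, had an unadjusted P value under 0.05. The mean was under 1 CPM for 168 of the 249 genes, and 233 were listed at 0 in at least 1 library. For 232 of the 249 genes several libraries shared the lowest value. The median log2 fold change of all genes was 0.84. The BAY and VEH values did not overlap for 158 genes, or 0.4% of all genes, against 2.9% by chance. Among called genes with no overlap and a mean of at least 1 CPM, the lncRNA genes Gm48006 (ENSMUSG00000114760, chromosome 14, 28957184 to 28979478) and Gm49042 (ENSMUSG00000115740, chromosome 14, 79932477 to 79939850) were raised the most. Both were listed at 0 in the 4 VEH libraries, with 1 to 5 reads and 1 to 6 reads in the BAY libraries. The third, Gm53015, had at most 6.5 reads in any library. The only genes lowered under the same criteria were Insl3 and Gng10, each listed at 0 in 3 BAY libraries, with 2.0 to 11.6 and 3.0 to 22.2 reads in the VEH libraries. By difference, the alternative that moved the number of called genes the most was limma voom on the reads recovered from the steps. This setting was chosen after seeing the data and called 1433 genes, 847 of them protein coding, the counts that the paper gives. The paper's methods name limma-voom, so the gap from 249 goes with the choice of fit. A filter at 3 times an estimated background, also chosen after seeing the data, left 2 called genes.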

In bulk RNA-sequencing (RNA-seq) analyses comparing the effects of BAY versus VEH treatment in cortical bone, of a total of 38,933 genes, 1433 (847 protein coding) were differentially expressed between groups, with a *P* value of less than 0.05 and an absolute fold change of 2 or more (Figure 8, A and B). Gene Ontology analyses revealed 10 pathways differentially regulated between the 2 groups, with 7 additional pathways that approached significance (Supplemental Table 4 and Figure 8C); “Circadian Entrainment” represented the highest enrichment score. 

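Pathway databases were not used here. The share of olfactory receptor genes, recognized by the symbol Olfr, was computed as a measure behind the olfactory transduction pathway of Supplemental Table 4. Of 1355 such genes in the cortical bone table, 3 were called, or 0.2%, against 0.7% of the other genes. The odds ratio was 0.337 (95% confidence interval 0.0689 to 0.998) and did not pass the threshold in a two-sided Fisher's exact test (P = 0.0534). With voom on the recovered reads, 132 of them were called and the odds ratio was 3.01 (Fisher's exact P = 2.3e-24). VEH replicate 1 alone had the lowest value for 96.7% of the genes called with that setting. Olfactory receptor genes took between 0.05% of the CPM of a library, in VEH replicate 1, and 3.51%, in BAY replicate 4. For circadian terms, a list of 19 clock genes written before the data were examined was tested with limma's camera. Camera sets a list against all other genes, and the adjusted P value of the clock list was 0.24. It was under 0.05 with 1 of 19 alternatives, the one with each library centred on its median. The mean of the clock genes differed by 0.28 on the log2 scale between the groups, less than the spread between mice (exact permutation P = 0.771, two-sided).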

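Sets of related genes in cortical bone were tested with 18 lists of 214 genes in all, written before the data were examined. In limma's camera, 10 of the 18 lists had an adjusted P value under 0.05. The 16 osteoblast and osteocyte genes were lower relative to the other genes, with a median log2 fold change of -1.16 and an adjusted P value of 7.0e-15 from limma. The 12 skeletal muscle fibre genes were relatively higher, with a median log2 fold change of 3.42 and an adjusted P value of 1.0e-04 from limma. Camera assumes a fixed small correlation between the genes of a list, so the mean of each list was also compared between the mice. For the osteoblast and osteocyte list, the means ranged from 5.21 to 8.63 in VEH-treated and from 4.80 to 8.12 in BAY-treated mice on the log2 scale, a difference of -0.96 (exact permutation P = 0.343, two-sided). For the skeletal muscle fibre list, they ranged from 0.34 to 8.97 in VEH-treated and from -1.04 to 11.04 in BAY-treated mice, a difference of 2.95 (exact permutation P = 0.4, two-sided). For every list the unadjusted P value in this comparison was at least 0.114 (exact permutation tests, two-sided). Of 213 listed genes in the table, none had an adjusted P value under 0.05 when the adjustment covered these genes alone, and 1 had an unadjusted P value under 0.05. With limma's array weights, which moved the number of lists the most, 2 lists had an adjusted P value under 0.05.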

Gene set enrichment analysis (GSEA) of protein-coding genes demonstrated that “cellular component organization” was significantly altered by BAY treatment, along with “protein binding” and “animal organ development” appearing in the top 10 results (Figure 8D).

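Skeletal muscle RNA, from the tibialis anterior, was sequenced from 4 BAY-treated and 4 VEH-treated mice on the same schedule, with 1 library per mouse, and the tissue had its own table. The table names the column of VEH replicate 3 as a replacement. The deposited values are log2 CPM plus an offset of 0.0004, made by the authors as for cortical bone. Between 81.3% and 83.4% of the values up to 50 reads came out as whole reads. The number of reads counted on genes was 6131900 to 7751396 in BAY-treated mice, with a median of 7199160, and 7172585 to 9262395 in VEH-treated mice, with a median of 8487164. A value of 3 reads lay between 0.324 and 0.489 CPM. The comparison was made in a separate fit of the same form.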

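Of 21011 genes in the skeletal muscle table, 510 passed the unadjusted P value and fold change thresholds. In BAY-treated mice 280 of these were higher and 230 were lower, and 232 of the 510 were protein coding. No adjusted P value was under 0.05 in limma with Benjamini-Hochberg adjustment, where the smallest was 0.184, while 2056 genes, or 9.8% of all genes, had an unadjusted P value under 0.05. The groups did not overlap for 1204 genes, or 5.7% of all genes, against 2.9% by chance. The mean was under 1 CPM for 68.4% of the called genes. With log2(CPM + 1) in place of the deposited offset, the alternative that moved this count the most, 52 genes were called. Among called genes with no overlap and a mean of at least 1 CPM, Gm10801, the small nuclear RNA gene ENSMUSG00000119132 and Ciart were raised the most, with log2 fold changes of 2.45, 1.98 and 1.87. Cyp2e1, Hp and the pseudogene Gm13169 were lowered the most, with log2 fold changes of -6.78, -4.53 and -2.28. The reads of Gm10801 and Gm13169 included fractions, such as 43.6 in BAY replicate 4 and 24.7 in VEH replicate 3, so part of them was shared with other genes. For Cyp2e1, 133 reads came from VEH replicate 3 and at most 5 from any other library. For Hp, 72 reads came from VEH replicate 3 and at most 8 from any other library.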

For the comparison of skeletal muscle between BAY- and VEH-treated mice, of a total of 21,011 genes, 701 (327 protein coding) were differentially expressed, with a *P* value of less than 0.05 and an absolute fold change of 2 or more (Figure 8, E and F). 

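Cyp1a1 (ENSMUSG00000032315) lies on chromosome 9 from 57595211 to 57611107. In skeletal muscle it had 1.25 ± 0.29 CPM (SD, n = 4) in VEH-treated and 0.491 ± 0.154 CPM (SD, n = 4) in BAY-treated mice. These values rest on 9 to 12 reads per library in VEH-treated and 2 to 5 reads per library in BAY-treated mice. The log2 fold change was -1.38 with a standard error of 0.56, and its adjusted P value was 0.455 in limma. Every VEH-treated mouse had a higher value than every BAY-treated mouse (exact permutation P = 0.0286, two-sided, the smallest that 4 mice against 4 allow). The log2 fold change was -0.59 with log2(CPM + 1) and -0.82 with voom weights, both under the fold change threshold. Both settings add a larger offset before the log2, near the size of these CPM values, which compresses the fold change. The unadjusted P values in limma were 0.00772 and 0.00792 there, against 0.0279 with the deposited values. With limma voom on the recovered reads, chosen after seeing the data, the fold decrease was 2.33 (unadjusted P = 0.0217). With each mouse left out in turn, the log2 fold change ranged from -1.53 to -1.13, and the unadjusted P value rose above 0.05 without VEH replicate 2 or VEH replicate 4. The log2 fold change of Ahr itself was -0.15 with a standard error of 0.33 (exact permutation P = 0.686, two-sided). The paper sets the change in Cyp1a1 beside its RNAscope analyses.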

The AhR target gene, Cyp1a1, was suppressed in BAY- versus VEH-treated skeletal muscle (–2.32-fold, *P* = 0.0217), validating earlier analyses with RNAscope (Figure 1). 

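The list of 19 clock genes had a median log2 fold change of 0.21 in skeletal muscle and an adjusted P value of 5.3e-04 in limma's camera over 17 lists. Higher values in BAY-treated mice were found for 14 of the 19 genes. The mean of the list was higher by 0.36 on the log2 scale, which did not pass the threshold across mice (exact permutation P = 0.0571, two-sided). Ciart had 2.6 ± 0.968 CPM (SD, n = 4) in VEH-treated and 9.52 ± 3.24 CPM (SD, n = 4) in BAY-treated mice, with a standard error of 0.33 for its log2 fold change and an adjusted P value of 0.206 in limma. The log2 fold changes of the other called clock genes were 1.22 for Per1 and 1.06 for Per2. Arntl, with a log2 fold change of -0.39, was the lowest of the list. Of 179 listed genes in the skeletal muscle table, 13 had an adjusted P value under 0.05 in limma when the adjustment covered these genes alone, against 0 over all genes. The lists include genes and themes that the paper reports as changed in these same libraries, so the 13 genes are not independent support. Among 43 olfactory receptor genes, 4 were called, an odds ratio of 4.15 with a 95% confidence interval from 1.07 to 11.6 (Fisher's exact P = 0.0201, two-sided). Without BAY replicate 4, the odds ratio was 1.89 (Fisher's exact P = 0.296).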

Gene Ontology analyses revealed 30 pathways differentially regulated (*P* < 0.05, enrichment score > 3.0) between groups, with “Circadian entrainment” representing the largest enrichment score (Supplemental Table 5 and Figure 8G). GSEA of protein-coding genes demonstrated that “lipid catabolic processes” were significantly altered by BAY treatment, along with “lipid metabolic processes” and “regulation of hormone levels” appearing in the top 10 results (Figure 8H). 

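A list of 20 genes of lipid catabolism, written before the data were examined, was tested in place of the paper's gene sets. Its median log2 fold change in skeletal muscle was -0.23, with an adjusted P value of 5.2e-04 in limma's camera. Lower values in BAY-treated mice were found for 17 of the 20 genes, and 2 of the others, Cpt1a and Ucp3, were also lower, at -0.04 and -0.01, after median centring or quantile normalization. Without VEH replicate 3, Lipe, Mgll, Lpl, Acadvl, Slc25a20 and Angptl4 were higher in BAY-treated mice, with log2 fold changes of 0.25, 0.10, 0.13, 0.08, 0.11 and 0.25. The mean of the list was 5.93 in VEH replicate 3 and lay between 4.72 and 5.06 in the other 7 libraries on the log2 scale. The difference between the groups was -0.27, less than the spread between VEH-treated mice (exact permutation P = 0.457, two-sided). Without VEH replicate 3, the adjusted P value of the list was no longer under 0.05. Pdk4 (chromosome 6, 5483351 to 5496309) was the only called gene of the list. It had 120 ± 58.7 CPM (SD, n = 4) in VEH-treated and 46.4 ± 12.6 CPM (SD, n = 4) in BAY-treated mice. Its log2 fold change was -1.31 with a standard error of 0.29, and the adjusted P value was 0.23 in limma.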

Genes such as Fos, Gng3, Gng4, and Prkcg found in the cholinergic synapse pathway (Figure 8I) were expressed at higher levels in the skeletal muscle of BAY-treated as compared to VEH-treated mice. 

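Fos (chromosome 12, 85520664 to 85524047) had 1.64 ± 0.906 CPM (SD, n = 4) in VEH-treated and 6.77 ± 3.27 CPM (SD, n = 4) in BAY-treated mice. Its log2 fold change was 2.04 with a standard error of 0.52, and the values of the groups overlapped (exact permutation P = 0.0571, two-sided). Gng3 (chromosome 19, 8814297 to 8816558) had 0.131 ± 0.0983 CPM (SD, n = 4) in VEH-treated and 0.512 ± 0.287 CPM (SD, n = 4) in BAY-treated mice, from at most 2.2 and at most 5.3 reads per library, with fractions that reads shared with another gene leave. Its log2 fold change of 3.55, with a standard error of 1.92, did not pass the threshold (exact permutation P = 0.0571, two-sided). Gng4 (chromosome 13, 13958644 to 14002481) was listed at 0 in the 4 VEH libraries and had 1 to 3 reads per library in BAY-treated mice, so no fold change is given at this depth. Fos and Gng4 were called, with unadjusted P values of 0.00156 and 0.00435 in limma. The adjusted P values from limma were 0.291 for Fos, 0.57 for Gng3 and 0.319 for Gng4. When the adjustment covered the listed genes alone, they were 0.031, 0.384 and 0.0556. The paper names these genes from the same libraries, so the smaller adjustment is not independent support. In the fits that each left out 1 mouse, the log2 fold change ranged from 1.62 to 2.53 for Fos and from 1.36 to 4.44 for Gng3. The list of 15 G protein gamma and beta subunit genes includes Gng3 and Gng4. Its mean was higher by 1.24 on the log2 scale in BAY-treated mice, without overlap between the groups. The exact permutation P value was 0.0286, two-sided, and 0.486 after adjustment over the lists. The higher mean rests on 5 genes listed at 0 in at least 1 library, where the small offset makes differences large. For the other 10 genes the mean differed by -0.13 (exact permutation P = 0.343, two-sided, chosen after seeing the data). Whether a gene is listed at 0 can depend on the change itself, as for Gng4, so those 10 genes do not decide on the list. In limma's camera the adjusted P value of the list was 0.718, and 8 of the 15 genes were higher.

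**Figure D1:**
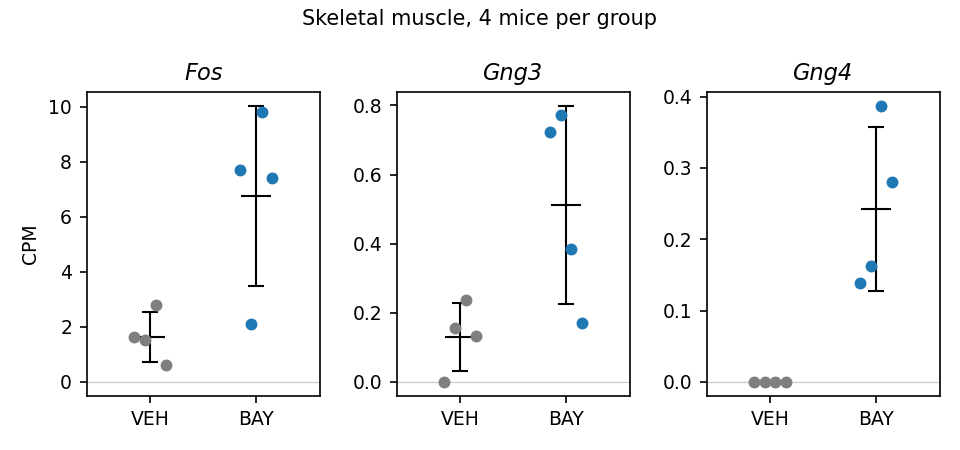
CPM of Fos, Gng3 and Gng4 in skeletal muscle of VEH-treated and BAY-treated mice. Each point is 1 mouse, and the bars give the mean and the SD of 4 mice. Only for Gng4 does every BAY-treated mouse lie above every VEH-treated mouse.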

Consistent with this finding, proteomics analyses revealed that proteins including Megf8 (multiple epidermal growth factor-like domains 8) and Tnc (tenascin-C) were expressed at higher levels in BAY-treated as compared with VEH-treated mice (Figure 8J); pathway analyses demonstrated that Megf8 and Tnc are related to biological processes including neuron projection fasciculation, axonal fasciculation, neuron recognition, and axon regeneration at NMJs. Taken together, the transcriptomic and proteomic data support the histological data and suggest that BAY preserves skeletal muscle function in part by maintaining molecular mediators of the NMJ in aged mice.

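Genes of the neuromuscular junction were also taken as a group in the skeletal muscle data. A list of 15 genes of the acetylcholine receptor and the NMJ had a median log2 fold change of 0.07 and an adjusted P value of 0.599 in limma's camera. The mean of these genes differed by -0.09 on the log2 scale, which was within the spread between mice (exact permutation P = 0.686, two-sided). The sign of this mean rests on 1 gene, with a log2 fold change of -2.23 and a standard error of 2.05. In BAY-treated mice 8 of the 15 genes were higher. A list of 10 genes of the denervation response had a median log2 fold change of 0.13 and an adjusted P value of 0.959 in limma's camera. None of the genes of either list was called, which takes an unadjusted P value under 0.05 and a fold change of at least 2. Of the 15 genes, 3 had an unadjusted P value under 0.05 in limma, all higher in BAY-treated mice, with log2 fold changes of 0.28, 0.47 and 0.71. The gene at 0.71 was among the 13 listed genes with an adjusted P value under 0.05 in limma when the adjustment covered the listed genes alone. From the transcriptomic data together with the proteomic and histological data, the paper proposes that BAY acts on muscle in part through mediators of the NMJ.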

### Positive effects of AhR inhibition on NMJ and fiber size can be recapitulated in C2C12 cells.

Results from the in vivo studies with BAY and CH-223191 suggested that pharmacological inhibition of AhR is beneficial for myofibers. To determine whether this occurs in a direct, cell-autonomous fashion, we subjected C2C12 myoblasts to myogenic culture conditions in the presence of control siRNA or siRNA targeting AhR. Similar to in vivo studies with BAY, AhR siRNA promoted an increase in the number of AChR clusters in C2C12 cells (Figure 9, A and B). This was associated with an increased myotube area in AhR siRNA as compared with control siRNA culture conditions (Figure 9C). Taken together, these results suggest that AhR inhibition has a direct, beneficial effect on myofibers that promotes improvements in skeletal muscle mass.

## Discussion

As life expectancy increases on a global scale (30), new strategies are needed to combat musculoskeletal decline associated with impaired mobility and poor quality of life (31–33). While drug therapies, including bisphosphonates, anti-RANKL antibodies (denosumab), anti-sclerostin antibodies (romosozumab), and teriparatide, already exist to mitigate aging-related bone loss to some degree, a dearth of pharmacological therapeutic options is currently available to address issues related to dynapenia and sarcopenia with age (34, 35). Data presented here suggest that pharmacologically inhibiting AhR may represent a strategy to abrogate age-related declines in both cortical bone mass and muscle function. As AhR antagonists have shown positive outcomes in clinical trials as anticancer therapeutics (3, 21), this suggests a potential opportunity for eventual drug repurposing to address musculoskeletal decline associated with aging, although further translational studies will be needed to more firmly establish this premise.

The 2 AhR antagonists tested here, BAY and CH-223191, showed similar but not identical effects in bone and muscle. As one example, while grip strength was preserved in BAY-treated as compared with VEH-treated mice, no changes were seen in hindlimb muscle fiber size. In contrast, male CH-223191–treated mice showed increases in average fiber size in TA muscles as compared with VEH-treated mice. Similarly, although BAY and CH-223191 both tended to increase cortical bone volume, cortical bone thickness was increased by BAY but not by CH-223191 (Figures 5 and 7). Differences between these 2 compounds may be due in part to differences in statistical power, as we had larger sample sizes (*n* > 15/group) for most endpoints in BAY studies as compared with CH-223191 studies. In addition, while BAY and CH-223191 both target AhR to antagonize its function, they are not identical in structure or mechanism of action. BAY, as first reported in 2023, was identified from a screen of 3.2 million compounds as capable of direct competitive binding to the AhR and inhibiting its activation by both exogenous and endogenous ligands (21). While CH-223191, like BAY, also competitively binds to AhR, it is more effective at inhibiting AhR activation by halogenated aromatic hydrocarbons like 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) as compared with other activators like polycyclic aromatic hydrocarbons or flavonoids including beta-naphthoflavone (20). CH-223191 promoted proliferation of certain cell populations in an AhR-independent fashion (36), whereas short-term culture with BAY had no effect on proliferation of PyMT murine mammary cancer cells, and longer-term culture (>6 weeks) with BAY reduced the proliferation of these cells in a manner similar to AhR genetic knockout (37). In the current study, primary BMSCs isolated from BAY-treated mice demonstrated enhanced proliferative activity that likely contributed to the increased mineralized matrix production by BMSC-derived osteoblasts (BMSC-OBs) from BAY-treated mice. Similarly, our previous studies demonstrated that murine and human mesenchymal stem cells show suppressed secretion of the pro-osteogenic factor stromal cell–derived factor 1 (also known as Cxcl12) when treated with the AhR ligand kynurenine, and this effect was prevented by CH-223191 (5). Regardless of their molecular differences, it is notable that both compounds showed evidence of a beneficial impact in aged musculoskeletal tissues, supportive of AhR representing a therapeutic target for aging-related frailty.

The administration of BAY demonstrated a mild, but significant, positive impact on cortical bone, although no effect was observed on trabecular bone. In the distal femoral metaphysis, this discrepancy could be attributed in part to low abundance of trabecular bone present in 18-month-old female mice at the onset of treatment, but lumbar vertebral trabecular bone also failed to show an impact of BAY. Interestingly, a recent publication (38) compared gene expression between cortical and trabecular bone via bulk RNA-seq, and in this dataset, both AhR and its target gene Cyp1b1 were more highly expressed in cortical bone than in trabecular bone (AhR: +2.31-fold in cortical vs. trabecular bone, *P* = 0.000136; Cyp1b1: +2.38-fold in cortical vs. trabecular bone, *P* = 7.43 × 10^–6^), as was expression of Slc7a5 (also known as LAT1), the proposed transporter responsible for import of tryptophan and its downstream metabolites like kynurenine (+2.50-fold in cortical vs. trabecular bone; *P* = 2.30 × 10^–14^; Supplemental Table 3 in ref. 38). Accordingly, it is possible that AhR-mediated signaling plays a more critical role in cortical than trabecular bone homeostasis during aging, but this will need to be functionally tested in future studies.

Consistent with the current studies, we (2, 3, 12, 15, 39) and others (18, 23, 40) have previously suggested an important role for AhR in mediating bone and muscle cell function. As one example, pharmacological and genetic blockade of AhR attenuated osteoclastogenic effects of kynurenine (2), consistent with the observation that both whole-body knockout and tissue-targeted knockout of AhR with cathepsin K–Cre promoted reduced bone resorption (18). A recent publication demonstrated that the AhR-activating ligand TCDD promoted craniofacial malformations, in part due to suppression of osteogenic genes in mesenchymal progenitor cells (23), and these antiosteogenic effects could be prevented in vitro via AhR inhibition with BAY (23). In muscle, targeted deletion of AhR with HSA-MCM-Cre preserved muscle mass and contractile function in a model of chronic kidney disease (41). While these previous studies establish a strong premise for the general importance of AhR-mediated signaling in bone and muscle, the current studies add insight into the relevance of this mechanism in the context of aging. As circulating and bone marrow niche levels of the AhR ligand kynurenine increase with age and are associated with musculoskeletal dysfunction (5–8, 10), it is possible that the benefits seen here with AhR inhibition reflect a mitigation of this kynurenine-mediated effect. However, although AhR inhibition with BAY and CH-223191 showed a benefit to aged skeletal muscle and the NMJ, a previous report demonstrated that AhR inhibition via CH-223191 was unable to prevent oxidative stress induced by in vitro kynurenine treatment in C2C12 cells (12). Similarly, whole-body AhR-knockout mice did not show an altered response to kynurenine treatment in vivo, although it is important to note that whole-body AhR-knockout mice exhibit a spectrum of systemic defects, including cardiovascular and gastrointestinal tract lesions (42) and an accelerated aging phenotype consisting of increased metrics of inflammation and cognitive dysfunction (43). A previous report suggests that functional benefits derived from targeted deletion of AhR in myofibers were linked to protection against indoxyl sulfate, a uremic metabolite derived from tryptophan (41). Future studies will be needed to determine which endogenous ligands (e.g., tryptophan) are responsible for activating AhR in the musculoskeletal system during aging to better understand the molecular mechanism by which AhR inhibition provides a functional benefit to aged bone and muscle tissue function.

It is important to note that AhR-mediated signaling has been reported to play a critical role in gut homeostasis where it protects against inflammation, maintains barrier integrity, and mediates immune responses (24–27, 44). Similarly, although AhR-activating tryptophan metabolites like kynurenine are generated via indoleamine 2,3-dioxygenase 1 (IDO1) in peripheral tissues such as the musculoskeletal system and tryptophan 2,3-dioxygenase (TDO) in the liver (3), these metabolites and others (like indoles) are also actively generated from tryptophan by the microbiome residing in the gastrointestinal tract (40). As the pharmacological AhR antagonists utilized in the current study were administered systemically, and in the case of BAY via oral delivery, at present we cannot confirm whether the musculoskeletal benefit of these drugs in aging models tested here represents a direct effect on musculoskeletal tissues or a downstream effect of altered signaling in other locations such as the gut. However, previous studies demonstrate that loss of AhR-mediated signaling in the gut often carries negative consequences. As one example, conditional deletion of AhR in intestinal epithelial cells promoted increased susceptibility to infection (45). Similarly, AhR expression is downregulated in inflammatory bowel conditions, including Crohn disease (46), whereas AhR activation is associated with inhibition of intestinal inflammatory responses (46, 47). Thus, while we cannot rule out an impact on the gut, the fact that AhR inhibition did not alter local or systemic indicators of inflammation or gut barrier integrity suggests that the improved musculoskeletal function observed with AhR inhibition in the current study is unlikely to be an indirect effect of gut-mediated changes.

There are several limitations to our study that warrant consideration. For example, it is important to note that despite its prevention of age-related reductions in grip strength, BAY treatment tended to decrease the weights of the EDL and quadriceps muscles, but not the soleus or TA muscles, suggesting an as-yet unexplained reduction in the mass of muscles predominantly composed of fast-twitch fibers that could be physiologically detrimental. Muscle function was assessed via forelimb grip strength testing, whereas these declines in muscle mass were observed in the hindlimb, so at present the 2 observations cannot be functionally linked. Future studies aimed at directly assessing muscle function in the hindlimb, as well as more in-depth analyses such as fiber typing, will be needed to fully understand the potential benefits and risks of BAY treatment in terms of muscle physiology. Similarly, our mechanistic insights into how BAY promoted positive effects in cortical bone are limited, as although we detected increased matrix production by BMSC-OBs from the BAY-treated mice in vitro and biological pathways enriched by BAY treatment in RNA-seq analyses, we acknowledge the limitation that our in vitro sample sizes for gene expression analyses in the BMSC-OB cultures were small (*n* = 2 biological replicates per group), and our variability in gene expression was high across the cortical bone samples obtained from VEH-treated mice for RNA-seq analyses. 

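The spread between cortical bone libraries was measured as the root mean square log2 difference over all genes between a pair of mice. Its median was 6.22 among VEH-treated and 4.41 among BAY-treated mice, a ratio of 1.41 that did not pass the threshold over the 70 assignments of the 8 libraries (exact permutation P = 0.486, two-sided). Averaged over its pairs with the other 7 libraries, VEH replicate 1 was at a distance of 8.46, against 4.88 to 5.26 for the others. It listed 13219 genes at 0, or 34.0% of the table, and the other 7 libraries listed 1422 to 3405. Its median value was -0.80 on the log2 scale, against 1.67 to 3.85. Without VEH replicate 1 the ratio was 1.03, and with any other mouse left out it was 1.32 to 1.97. After quantile normalization it was 0.98. In skeletal muscle the ratio was 0.93 (exact permutation P = 0.314, two-sided).

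**Figure D2:**
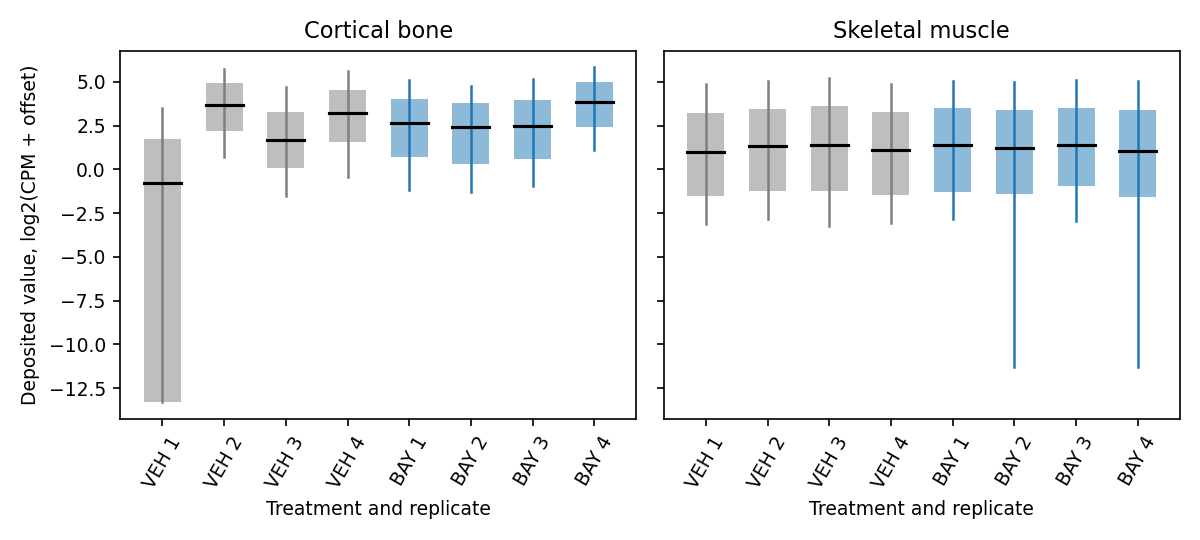
Deposited log2 values of all genes in each library of cortical bone and skeletal muscle. Lines run from the 10th to the 90th percentile, boxes from the 25th to the 75th, and black bars mark the median. In VEH replicate 1 of cortical bone the 25th percentile is -13.29, the value of a gene listed at 0.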

We were unfortunately unable to add primary osteoclast cultures to our analyses, which despite the lack of change in Tracp5b serum levels would have been beneficial for evaluating potential osteoclast-related contributions to the cortical bone phenotypes observed. Our RNA-seq and proteomics datasets were also limited by a small sample size (*n* = 4 mice per group), necessitating less stringent thresholds for statistical definitions of differential expression to permit exploratory pathway analyses. 

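The precision that 4 mice per group give was tested on simulated log2 values, each gene drawn separately with its real mean and spread. Of the genes with a mean of at least 1 CPM, 200 were changed by 2 or 3 on the log2 scale. At the unadjusted P value and fold change thresholds, limma recovered 46.0% of the changed genes in cortical bone and 99.0% in skeletal muscle. With voom on simulated reads, 98.5% and 99.5% were recovered, but those reads had 1 fixed spread for all genes, not the real one. The 46.0% and the 98.5% therefore differ in the simulated values as well as in the fit, and do not compare the fits. The 98.5% does not show what voom can find with the spread of the real libraries. Among unchanged simulated genes, 5.1% in cortical bone and 5.3% in skeletal muscle had an unadjusted P value under 0.05 in limma. Among all genes of the real data, these shares were 0.6% and 9.8% in limma. Genes drawn separately share no shift of a whole library, such as that of VEH replicate 1 in cortical bone. The 46.0% and the 99.0% therefore do not show what limma can find in the real libraries. In the real data the number of genes with an adjusted P value under 0.05 was 0 in both tissues, and without the mean-variance trend it was 31 in cortical bone and 40 in skeletal muscle (limma with Benjamini-Hochberg adjustment).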

Future studies will be needed to elucidate the molecular mechanisms by which BAY is beneficial for cortical bone and skeletal muscle in aged female mice.

In conclusion, pharmacological inhibition of AhR improved cortical bone mass and skeletal muscle function in aged mice, an effect that is attributed at least in part to improvement in the integrity of the NMJ. These data support AhR as a therapeutic target for improving musculoskeletal health during aging.

## Methods

Further information can be found in Supplemental Methods.

### Sex as a biological variable.

Male and female C57BL/6 mice were used in preliminary studies (16-week-old mice) with BAY (Supplemental Methods), but subsequent studies on aged mice focused on females, as female mice showed stronger responses to BAY treatment than males (Supplemental Figure 1). Both male and female C57BL/6 mice were used in studies with CH-223191.

### In vitro studies: BAY as an AhR antagonist.

Immortalized ST2 cells (ATCC) (48) were seeded in 12-well plates at 20,000 cells/well. Beginning 24 hours after seeding, the cells were transiently transfected with 500 ng of an AhR reporter plasmid (XRE-binding sites driving expression of firefly luciferase) (49) or Renilla luciferase plasmid (RLnull; 10 ng) using Lipofectamine 3000 (Thermo Fisher Scientific, L3000015), as described previously (15). After 24 hours, cells were treated with 1 μM BAY (Targetmol, T10270) or its VEH (DMSO) for 3 hours, after which the media were changed again to expose the cells to kynurenine (10 μM; MilliporeSigma, K8625) in the presence of BAY or VEH for an additional 24 hours. AhR transcriptional activity was quantified with the Promega Dual-Luciferase Reporter Assay System (Promega Corporation, E1960) with luminescence measured using a BioTek Cytation 5 multimode microplate reader (Agilent). Firefly luciferase values from 3 technical replicates were normalized to Renilla luciferase values, and fold change in transcriptional activity was calculated relative to the VEH-treated control.

### In vitro studies: AhR knockdown by siRNA.

C2C12 cells (ATCC) were seeded at 100 cells/mm² and cultured in DMEM with 1% penicillin/streptomycin. One day after seeding, medium was switched to DMEM plus 1% penicillin/streptomycin supplemented with 2% horse serum to stimulate myogenic differentiation. To induce AChR cluster formation, dishes were coated with recombinant laminin 121 (Biolamina, LN121-0501) (50). Cells were monitored after 48 hours in culture and transfection performed on 75%–80% confluent cells. Media were replaced, 750 μL of Opti-MEM (Gibco, 31-985-070) was added to each well, and 3 μl of 10 μM control (Silencer Select Negative Control No. 1 siRNA; Thermo Fisher Scientific, 4390843) or AhR (Silencer Select AhR siRNA; Thermo Fisher Scientific, 4390771) was transfected using Lipofectamine RNAiMAX (Invitrogen, 13778075). Cells were cultured in the presence of horse serum for 96 hours, fixed with 4% paraformaldehyde for 7 minutes, washed with 1× PBS 3 times, blocked in blocking buffer (2% bovine serum albumin, 0.2% normal goat serum, and 0.05% Triton X-100) for 30 minutes, and incubated for 3 hours or overnight with Alexa Fluor 488–α-bungarotoxin (1 ng/μL; Invitrogen, B13422). Cells were washed 3 times with 1× PBS, slides mounted with DAPI mounting medium, sealed with a coverslip, and imaged using confocal microscopy (Leica STELLARIS). AChR clusters were measured as total number of stained clusters per field. Myotube size was measured as total myotube area per field for approximately 5 images per treatment group.

### In vivo studies: BAY treatment.

Female C57BL/6 mice (*n* = 40) were obtained from the NIA colony. Mice were group-housed in an accredited facility and maintained on a 12-hour light/dark cycle. Mice were provided food (Teklad 2018, Envigo) and water ad libitum, and randomly allocated to receive VEH (ethanol/Solutol/water, 10:40:50 by volume) or BAY (30 mg/kg body mass; Targetmol, T10270 suspended in VEH) via daily oral gavage 5 days/week for 8 consecutive weeks (*n* = 19–20/group). Body mass was measured weekly. One mouse died prior to beginning treatments, one mouse died between weeks 4 and 5 of treatment (VEH group) from unknown causes, and one mouse was discovered to have a large liver tumor at sacrifice and was excluded from further study (BAY group), resulting in final sample sizes of VEH: *n* = 18, and BAY: *n* = 19. All mice received intraperitoneal injections of 10 mg/kg calcein (Sigma-Aldrich, C0875) at 8 days and 1 day prior to being euthanized via carbon dioxide inhalation. Blood collected via cardiac puncture at sacrifice was allowed to coagulate, and serum was separated by centrifugation (BD Microtainer, 365967) and stored at –80°C until analysis. Skeletal muscles (TA, EDL, soleus, quadriceps), long bones, and vertebrae were collected at sacrifice.

### In vivo studies: CH-223191 treatment.

Male and female C57BL/6 mice (16 months old) were obtained from the NIA rodent colony. Mice were treated with VEH (DMSO) or CH-223191 (3.3 mg/kg body mass; Cayman Chemical, 16154) via daily intraperitoneal injection 3 days/week for 12 consecutive weeks (*n* = 6/group). TA, quadriceps, and long bones were collected at sacrifice.

### Gut barrier function.

As AhR has been reported to maintain gut barrier function (24–27), gut permeability was assessed via FITC-dextran (51, 52). Mice were gavaged with 100 μL FITC-dextran (100 mg/mL; 10 kDa) after overnight fast. Blood was collected from facial veins 90 minutes after gavage. Serum was analyzed by fluorimetry to determine the FITC-dextran concentration.

### Skeletal muscle function.

Muscle function was assessed at baseline (immediately prior to treatment) and after 8 weeks of treatment. Muscle endurance was quantified via wire hang-time testing, where hang time (in seconds) was measured. Forelimb grip strength (in grams) was assessed with a grip strength meter (Bioseb, BIO-GS3). Hang time and grip strength were normalized to body mass to account for any differences in relative muscle sizes between mice.

### Body composition and BMD.

Mice (*n* = 10 VEH; *n* = 9 BAY) were anesthetized using isoflurane and subjected to dual-energy x-ray absorptiometry (DXA) scans using a commercial system (Kubtec PARAMETER 3D cabinet, KUB Technologies). BMD and body composition were analyzed using the manufacturer’s software (Kubtec Digimus) for the whole body (excluding head) and regions of interest including the femur midshaft (middle third of diaphysis) and spine (L3–L5 vertebrae). Scans were collected at baseline (before the start of treatment) and after 8 weeks of treatment and analyzed as percentage change in each endpoint as compared to baseline.

### RNAscope analysis of AhR and Cyp1a1 mRNA.

Tibias and quadriceps from BAY- and VEH-treated mice (*n* = 3/group) were prepared for cryosectioning and RNAscope analyses, as described previously (15). Tissues were dehydrated in sucrose suspended in 0.5% formaldehyde, embedded in SCEM compound (Section Lab-Co, C-EM001), and cryosectioned (10 μm thickness) using the Kawamoto cryofilm method [Section Lab-Co, 3C(16UF) 2.0 cm] (53). Sections were immersed in PBS for 5 minutes to remove embedding compound and baked in a 60°C oven for 30 minutes followed by immersion in 10% neutral buffered formalin at 4°C for 15 minutes. Sections were moved through a graded ethanol series (50% to 100%) and air dried for 5 minutes, after which AhR and Cyp1a1 mRNAs were probed following manufacturer protocols (ACDBio). Sections were incubated with hydrogen peroxide solution for 10 minutes at room temperature and digested with protease III reagents for 45 minutes in a 40°C oven. Probes were added to sections at 1:50 dilution, incubated for 2 hours in a 40°C hybridization oven, and incubated with 5× saline-sodium citrate (SSC) (Fisher BioReagents, BP1325-1) buffer overnight. The next day, the RNAscope Multiplex Fluorescent Detection Reagents v2 kit was used to amplify probe signal, followed by incubation with horseradish peroxidase (HRP) for 15 minutes and a 30-minute incubation with 570 nm Opal dye (Akoyo Biosciences, FP1488001KT) and 620 nm Opal dye (Akoyo Biosciences, FP1495001KT) at a dilution of 1:1000. Finally, an HRP blocker was added to the sections for 15 minutes and the nuclei were stained with Hoechst dye. Two *Z*-stack images were taken per section using a Leica STELLARIS confocal microscope.

### Inflammatory cytokines, liver, and kidney function.

Inflammatory cytokines were measured in serum and bone marrow fluid using a Legendplex panel (Mouse Inflammation 13-Plex). Metrics of liver function (AST, ALT, AST/ALT ratio) and kidney function (BUN, creatinine) were measured in the serum from a subset of mice (*n* = 6 VEH; *n* = 6 BAY) with commercial assays (Mouse ALT ELISA Kit, Abcam, ab282882; Mouse AST ELISA Kit, Abcam, ab263882; Mouse Creatinine Assay Kit, Crystal Chem, 80350; and Invitrogen Urea Nitrogen Colorimetric Detection Kit, EIABUN).

### Skeletal muscle histomorphometry and NMJ histology.

TA muscles were histologically prepared. Metrics of muscle fiber size (minimum fiber Feret diameter and average fiber cross-sectional area) were quantified from trichrome- or H&E-stained sections. The integrity of NMJs was assessed via α-bungarotoxin staining. TA muscles were fixed in 10% formalin for 2 hours followed by 30% sucrose in 1× PBS for 24 hours at 4°C. Muscles were cryosectioned (30 μm) in parallel with muscle fiber orientation, permeabilized with 0.3% Triton X-100 in 1× PBS, and stained with 1 μg/mL α-bungarotoxin (Biotium, 00005-100μg) in 1× PBS in a dark humidified chamber. Sections were counterstained with 0.005 mg/mL Hoechst (Invitrogen, H1399) in 1× PBS prior to mounting (Vectamount, Vector Laboratories, H-5501) and imaged on a Leica STELLARIS confocal microscope using a 40× oil immersion objective. Average area of AChR clusters and fragmentation index were quantified with ImageJ as described previously (54). Fragmentation index, which reflects NMJ structural integrity and arrangement of synaptic components, was calculated as 1 – (1/N AChR clusters), where values closer to zero represented solid, plaque-like endplates (i.e., low fragmentation) and values closer to 1 represented dispersed structures (i.e., high fragmentation).

### Amplex Red assay.

TA muscles were utilized for measurement of hydrogen peroxide concentration using Amplex Red assays (Thermo Fisher Scientific, A22188) as described previously (55). Amplex Red reagent (100 μM) and 0.2 U/mL HRP prepared in reaction buffer was added (50 μL) to TA samples, incubated for 30 minutes at room temperature in the dark, and fluorescence measured at excitation/emission of 550 nm/590 nm on a BioTek Synergy H1 multi-mode reader. Protein concentration (Bio-Rad Protein Assay) was used to normalize hydrogen peroxide content as described previously (55).

### MicroCT.

Femurs and lumbar vertebrae were scanned in a SkyScan 1272 microCT instrument (Bruker MicroCT). Each sample was stabilized in cotton gauze in microcentrifuge tubes filled with 70% ethanol. Projection images were acquired using an image pixel size of 9.5–11 μm^2^ at a camera resolution of 1224 × 820 pixels. The x-ray source was set to a voltage of 70 kVp at 142 μA. A 0.5 mm aluminum filter was used for beam-hardening correction. Each specimen was rotated 180° in 0.5° steps, with 4 averaged frames acquired per step using an integration time of 620 ms. A random movement setting of 15 was applied. Three hundred eighty-six projections were reconstructed into cross-sectional images using NRecon software (Bruker, v1.7.4.6). A software beam-hardening correction of 45% and a ring artifact reduction of 4 was applied across all specimens. Reconstructions were loaded into CTAn software (Bruker) for morphometry. Three representative volumes of interest (VOIs) were defined in each femur and 1 VOI was defined in each L4 vertebra. Femoral trabecular bone and metaphyseal cortical bone were studied in the distal femoral metaphysis, in a region of interest 100 slices in length beginning immediately above the primary spongiosa. Femoral diaphyseal cortical bone was studied in the mid-diaphysis, in a region of interest 50 slices in length, beginning 500 slices (scaled to bone length) proximal to the distal femoral metaphysis growth plate. Trabecular bone in the L4 vertebra was measured in the midpoint of the L4 vertebral body in a region of interest (ROI) that was 25 slices in length. Contouring for trabecular VOIs was performed manually, with ROI drawn a few voxels away from the endocortical perimeter. Cortical ROIs in the femur midshaft were automatically selected using the periosteal perimeter as the outer boundary, whereas cortical ROIs for the distal femur were contoured manually to exclude trabecular bone. Segmentation was performed using a global threshold of 90–255. Architectural parameters were calculated using CTAn.

### Bone histomorphometry and serum markers of bone remodeling activity.

Tibias were decalcified, embedded in paraffin, longitudinally sectioned to prepare frontal sections (5 μm thickness), and stained with H&E for visualization of bone marrow adiposity, as described previously (56). Images were captured using an Olympus IX70 microscope with a camera (Qicam) or a Zeiss Axioscan 7 slide scanner. Bone marrow adipocyte area fraction (BMAd.Ar/M.Ar, %) and adipocyte density (N.BMAd/Ma.Ar, no./mm^2^), were quantified (Bioquant Osteo) as described previously (56). Femurs were dehydrated in a graded ethanol series, embedded in methylmethacrylate, and sectioned using an Isomet low-speed diamond saw. Periosteal (Ps) and endocortical (Ec) mineralizing surfaces (MS/BS, %), mineral apposition rates (MAR; microns/day), and bone formation rates (BFR/BS, microns/day) were calculated as described previously (56, 57). Trabecular bone analyses were not performed in the femur due to the scarcity of trabeculae remaining in aged female mice.

Bone remodeling activity was quantified in the serum via measurement of P1np (bone formation; Imnmunodiagnostic Systems, AC-33F1) and Tracp5B (bone resorption; Immunodiagnostic Systems, SB-TR103) following the manufacturer’s protocols. Absorbance values for ELISA plates were measured with a microplate reader (BioTek Cytation 5) using Gen5 software. Serum data were normalized to calibrants provided.

### Primary BMSC culture.

Primary BMSCs were harvested from the femur as described previously (14, 56–58). Cells were seeded into 12-well plates (Corning, 0720082) at 4 million cells/well in growth medium consisting of minimum essential medium α (MEM-α; Gibco/Thermo Fisher Scientific, 12561-072) with 20% fetal bovine serum (FBS; Corning, 35-010-CV), 1% antibiotic-antimycotic (Gibco, 15240–062), and 1% nonessential amino acids (Gibco, 11140-050). Cultures were fixed and stained with 0.5% crystal violet solution (Thermo Fisher Scientific, C581-25) on days 7 and 14 of culture to assess colony formation and cell density, where crystal violet–stained area and total well area were quantified (Bioquant Osteo). Additional cultures were subjected to osteogenic induction (to obtain primary BMSC-OBs) for which cells were seeded in 12-well plates at 4 million cells/well in growth medium supplemented with ascorbic acid (50 μg/mL; Sigma-Aldrich, A4544) and β-glycerophosphate (10 mM; Sigma-Aldrich, G9422). Culture medium was changed every 3–4 days. To assess mineralized matrix formation, BMSC-OB cultures were maintained for 21 days, fixed with 10% neutral-buffered formalin, and stained with alizarin red S (Sigma-Aldrich, A5533). Stained area normalized to total well area was quantified (Bioquant Osteo). Gene expression was assessed in BMSC-OB cultures on day 21. Cells were lysed in TRIzol (Thermo Fisher Scientific, 15-596-018). Total RNA was isolated, reverse transcribed as described previously (56), and cDNA was subjected to real-time PCR amplification (37.5 ng cDNA per 15 μL reaction volume reaction, run in triplicate) using a Bio-Rad CFX Connect system and SYBR green (Thermo Fisher Scientific, A25780). Gene expression levels were quantified using the comparative threshold cycle (2^−ΔΔCt^) method. Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) was used as the internal control (housekeeping gene) for normalization. Primer sequences are listed in Supplemental Table 6.

### Bulk RNA-seq.

Following primary BMSC isolation, cortical bone shafts were digested with collagenase and frozen in liquid nitrogen. One TA per mouse (*n* = 4/group) and cortical bone shafts (*n* = 4/group) were subjected to bulk RNA-seq. For cortical bone shafts, RNA was isolated with TRIzol as described previously (56). Frozen muscle samples were sent to a commercial vendor (Medgenome) and total RNA was extracted using the Maxwell RSC simplyRNA Tissue kit (Promega, AS1340), following the manufacturer’s protocol. Samples were homogenized in the provided lysis buffer using a bead mill homogenizer and loaded onto the Maxwell RSC cartridge along with the necessary reagents for automated RNA extraction. Resulting RNA was quantified using a Qubit Flex Fluorometer (Invitrogen, Q33327) and assessed for integrity using an Agilent TapeStation 4200. Libraries were generated using the Stranded mRNA Prep kit (Illumina, 20040532), following the manufacturer’s protocol with 300 ng RNA input. The protocol was initiated by the selective purification of polyadenylated RNA molecules from total RNA using oligo-dT magnetic beads. Captured mRNA was fragmented using divalent cations under elevated temperature. First strand cDNA synthesis was performed using random hexamer primers and reverse transcriptase, with actinomycin D included to improve strand specificity. The RNA template was removed, and second strand cDNA synthesis was carried out using DNA polymerase I and RNase H. Strand specificity was maintained by incorporating dUTP in place of dTTP during second strand synthesis, enabling subsequent degradation of the second strand during post-PCR processing. The 3′ ends of the cDNA fragments were adenylated to prevent self-ligation, and adapters were ligated to prepare the cDNA for hybridization onto a flow cell. The adapter-ligated cDNA was enriched through PCR amplification and purified. Final library quality and quantity were assessed using a Qubit Flex Fluorometer (Invitrogen, Q33327) for concentration measurements and an Agilent TapeStation 4200 for size distribution analysis. Libraries were sequenced on an Illumina NovaSeq 6000 platform for 300 cycles according to manufacturer’s instructions. For cortical bone, 16 paired-end raw sequence reads files (in fastq format) from RNA samples were transferred to the Partek Flow server via SFTP yielding 8 RNA samples. Analyses were performed using the Partek Flow RNA-seq tool (https://www.illumina.com/products/by-type/informatics-products/partek-flow.html). The total reads were between 25 million and 28 million reads per sample, with an average QA/QC score of at least 35.10 per sample prealignment. After prealignment QA/QC check and base trimming, the sequencing reads were aligned to the mm39 genome using the STAR aligner. The alignment rate ranged from 59.90% to 90.72% per sample with postalignment QA/QC score of at least 35.42. For skeletal muscle, 16 paired-end raw sequence reads files (in fastq format) from RNA samples were transferred to the Partek Flow server via SFTP resulting in 8 RNA samples. The analysis was performed using the Partek Flow RNA-Seq tool. The total reads were between 25 million and 28 million reads per sample, with an average QA/QC score of at least 35.28 per sample before alignment. After prealignment QA/QC check and base trimming the sequencing reads were aligned to the mm39 genome using the STAR aligner. The alignment rate ranged from 48.31% to 55.80% per sample with a postalignment QA/QC score of at least 35.67. For both tissue samples, the aligned reads were quantified to annotation model mm39-emsembl-release-104 using the Partek E/M algorithm, followed by data normalization (CPM, offset, and log_2_ transformation) to generate sequence counts of mouse genes for downstream differential expression analysis. For differential analysis of the RNA-seq data, normalized gene counts were analyzed using the LIMMA-Voom approach in Partek Flow. Volcano plots for each comparison were generated using Partek Flow with the top 50 protein-coding genes (with the largest absolute fold changes) shown in the plot. For GSEA, differential expression analysis was performed following differential expression analysis using DESeq2 (R Bioconductor package, https://bioconductor.org/packages/release/bioc/html/DESeq2.html), with GSEA performed using the R Bioconductor package clusterProfiler (v3.14.3) (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html).

### Proteomics.

Proteins were extracted from 1 quadriceps per mouse (*n* = 4/group) using RIPA buffer. After measuring total protein concentration, 50 μg total protein was aliquoted and precipitated by adding 8 volumes of cold acetone and 1 volume of 100% trichloroacetic acid (TCA). Precipitated proteins were washed with cold acetone and air dried before reconstitution into 40 μL of 8 M urea in 50 mM Tris-HCl (pH 8). Reduction and alkylation of the cysteine residues were then performed with 10 mM DTT and 55 mM iodoacetamide, respectively, followed by the addition of 360 μL of 50 mM ammonium bicarbonate buffer to reduce the urea concentration to below 1 M. Protein samples were digested by trypsin (Pierce) at a 1:20 ratio (w/w) and incubated at 37°C overnight. Digested protein samples were cleaned using a C-18 micro-spin plate (Harvard Apparatus) before liquid chromatography–mass spectrometry (LC-MS) analysis. The LC-MS analysis was performed using an Orbitrap Fusion tribrid mass spectrometer (Thermo Fisher Scientific) connected to an Ultimate 3000 nano-UPLC system (Thermo Fisher Scientific). Briefly, the peptide samples were trapped and washed on a Pepmap100 C18 trap (5 μm, 0.3 × 5 mm) at 20 μL/min using 2% acetonitrile in water (with 0.1% formic acid) for 10 minutes and then separated on a Pepman100 RSLC C18 column (2.0 μm, 75 μm × 150 mm) using a gradient of 2% to 40% acetonitrile with 0.1% formic acid over 120 minutes at a flow rate of 300 nL/min and a column temperature of 40°C. Eluted peptides were introduced into Orbitrap Fusion MS via a nano-electrospray ionization (nano-ESI) source with a temperature of 300°C and spray voltage of 2000 V. The peptides were analyzed by data-dependent acquisition (DDA) in positive mode using Orbitrap MS analyzer for precursor scan at 120,000 FWHM from 400 to 2000 *m*/*z* and ion-trap MS analyzer for MS/MS scans in top speed mode (3-second cycle time) with dynamic exclusion settings (repeat count 1 and exclusion duration 15 seconds). Higher-energy collisional dissociation (HCD) was used as a fragmentation method with a normalized collision energy of 32%. The raw MS and MS/MS spectra were processed using the Proteome Discoverer software by Thermo Fisher Scientific (v1.4) and searched against the Uniprot database using the SequestHT search algorithm (precursor ion mass tolerance: 10 ppm, product ion mass tolerance: 0.6 Da, static carbamidomethylation of +57.021 Da of cysteine and dynamic oxidation for methionine [+15.995 Da]). The Percolator PSM validator algorithm was used to validate the peptide spectrum matching and estimate the false discovery rate to be less than 1% (*q* value) (59). Proteins unable to be identified based on the database search results alone were grouped to satisfy the principles of parsimony. A protein report was generated containing the identities and number of PSM for each protein group, which were further utilized for spectral counting based semiquantitative analysis. Pathway analysis was performed with ToppGene (https://toppgene.cchmc.org/) to identify and prioritize neighboring genes of the seeds in protein-protein interaction network based on functional similarity.

### Statistics.

Experiments comparing only 2 groups (e.g., BAY vs. VEH treatment) were analyzed with Student’s 2-tailed *t* tests, whereas experiments comparing 3 or more groups were analyzed with 1-way ANOVA with Fisher’s least significant difference (LSD) post hoc analysis where appropriate. When experiments were conducted with both male and female animals (e.g., CH-223191 studies), groups were compared with 2-way ANOVA (e.g., factor 1 = treatment, AhR antagonist or vehicle; factor 2 = sex, male or female). All statistical analyses were completed with JMP Pro v.18 (JMP Statistical Discovery, LLC, SAS Institute); a *P* value of less than 0.05 was considered statistically significant and *P* values from 0.05 to 0.1 were noted as trends. Statistical analyses for the transcriptional activity data were performed on Renilla-corrected firefly luciferase values and analyses for qPCR data were performed on ΔΔCT values. Data from in vitro studies are shown as the mean ± SEM of all biological replicates, where each replicate sample is indicated by a separate data point. Data from in vivo studies are represented in box-and-whisker plots showing the median (line in box), quartiles (box bounds), and outlier fences for each dataset (whiskers), where outlier fences represent first quartile – 1.5 × (interquartile range) and third quartile + 1.5 × (interquartile range), and each data point shown represents 1 mouse.

### Study approval.

Research was conducted according to guidelines provided by the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) under protocols approved by the Augusta University Institutional Animal Care and Use Committee.

### Data availability.

The data that support the findings of this study are available in public repositories (RNA-seq: NCBI GEO GSE299537; MS proteomics data: ProteomeXchange Consortium/PRIDE partner repository PXD065529), in the Supporting Data Values file, or are available from the corresponding author upon request.

## Author contributions

KY was responsible for data curation, formal analysis, investigation, writing the original draft, and reviewing and editing subsequent drafts. SV contributed to data curation, formal analysis, investigation, and review and editing of the manuscript. DWA participated in formal analysis, investigation, and manuscript review and editing. HB was involved in investigation and manuscript review and editing. LR contributed to investigation, formal analysis, and manuscript review and editing. A Tuladhar conducted investigation and manuscript review and editing. CD was responsible for methodology, investigation, and manuscript review and editing. JCS carried out formal analysis, investigation, and manuscript review and editing. KD contributed to investigation and manuscript review and editing. RP participated in data curation, formal analysis, methodology, investigation, and manuscript review and editing. A Tripathi contributed to investigation and manuscript review and editing. MAC was responsible for methodology, funding acquisition, and manuscript review and editing. RZ was involved in data curation, investigation, and manuscript review and editing. MHJ participated in formal analysis and manuscript review and editing. JC was responsible for data curation, formal analysis, investigation, writing the original draft, and manuscript review and editing. WBB contributed to investigation, methodology, and manuscript review and editing. CMI was responsible for funding acquisition, methodology, and manuscript review and editing. WDH contributed to funding acquisition, methodology, and manuscript review and editing. MWH was involved in conceptualization, formal analysis, funding acquisition, investigation, methodology, project administration, resources, supervision, and manuscript review and editing. SF contributed to conceptualization, formal analysis, funding acquisition, investigation, methodology, project administration, resources, supervision, and manuscript review and editing. MEML was responsible for conceptualization, data curation, formal analysis, funding acquisition, investigation, methodology, project administration, resources, supervision, validation, visualization, writing the original draft, and manuscript review and editing.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
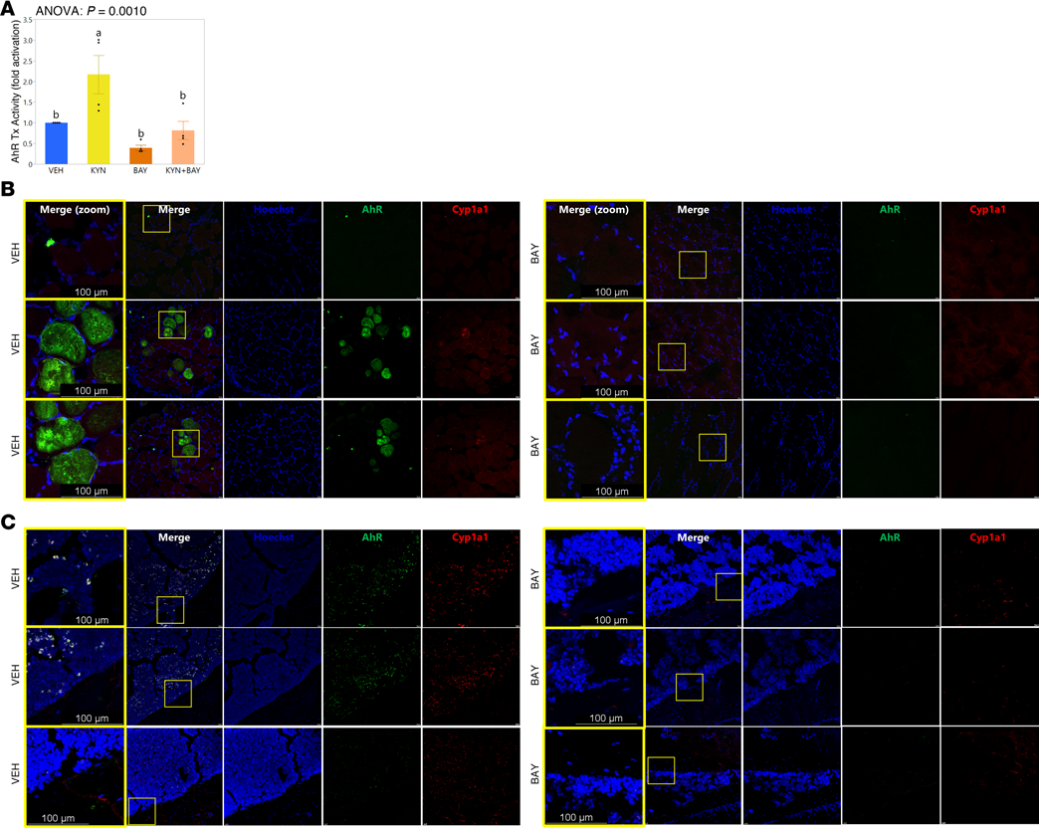
BAY2416964 is an effective AhR antagonist in musculoskeletal cells and tissues. (**A**) AhR transcriptional activity, as shown by a luciferase-based reporter, is activated by kynurenine (KYN; 10 μM) in mesenchymal-lineage ST2 cells, but this impact is blunted by cotreatment with BAY2416964 (BAY); the BAY used in these studies was from the same batch of drug used later for in vivo studies. Group means ± SEM are shown; 1-way ANOVA with Fisher’s LSD post hoc analysis *P* values are shown above the graph, and groups with different superscript letters are significantly (*P* < 0.05) different from one another as shown by post hoc testing (**B** and **C**) RNAscope staining of AhR and Cyp1a1 mRNA expression show effective suppression of these genes in (**B**) TA and (**C**) tibias of BAY- as compared with VEH-treated mice. A magnified image, as demarcated in the yellow box in the columns of images labeled “Merge,” is provided in the columns of images labeled “Merge (zoom)” with scale bars indicative of image size.

**Figure 2:**
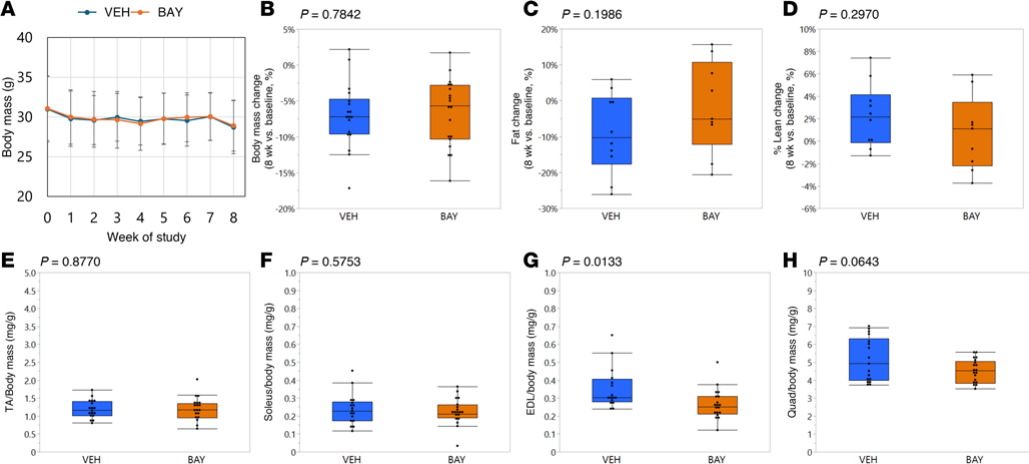
BAY treatment did not impact body mass but led to modest decreases in relative weights of fast-twitch muscles. Body mass was measured weekly (**A**), and showed no impact of BAY treatment over the course of the study (**B**). Fat mass (**C**) and lean mass (**D**) were measured prior to the onset of treatment and immediately prior to sacrifice and showed no impact of BAY treatment. Relative weights of muscles collected at sacrifice showed no effect on TA (**E**) or soleus (**F**) muscles, but BAY treatment reduced the relative weights of extensor digitorum longus (EDL) (**G**) and tended to reduce the weight of quadriceps (**H**) muscles as compared with VEH treatment. *P* values from Student’s *t* tests comparing groups are shown above each graph.

**Figure 3:**
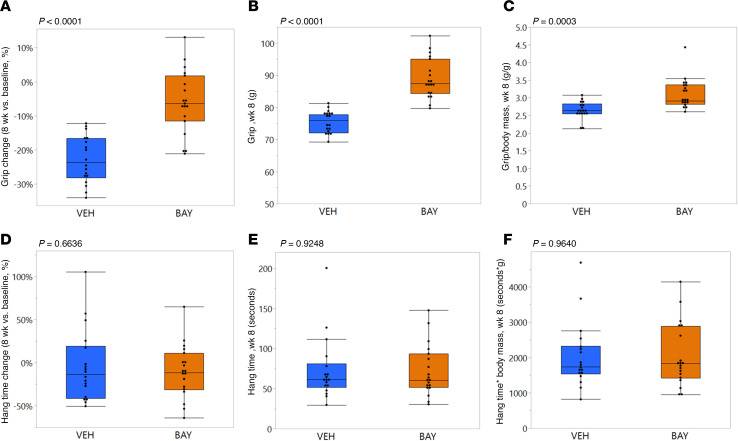
BAY treatment prevented a decline in forelimb grip strength over time. Grip strength (**A**–**C**) was measured prior to the onset of treatment and immediately prior to sacrifice. Longitudinal changes in grip strength for each mouse (**A**), as well as cross-sectional measurements of grip strength (**B**) and grip strength normalized to body mass (**C**) at 8 weeks of treatment were all significantly improved by BAY treatment. In contrast, neither longitudinal changes in hang time for each mouse (**D**), nor cross-sectional measurements of hang time (**E**) or hang time normalized to body mass (**F**) at 8 weeks of treatment were affected by BAY treatment.

**Figure 4:**
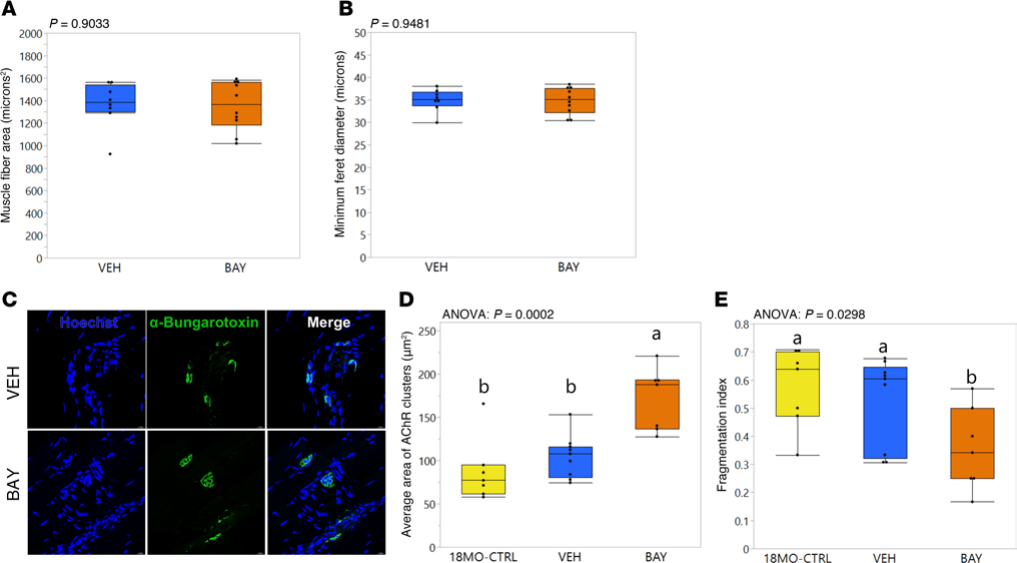
BAY treatment improved the integrity of the neuromuscular junction in skeletal muscle. Neither average muscle fiber cross-sectional area (**A**) nor minimum Feret diameter (**B**) in the TA muscle was affected by BAY treatment. Representative images of histological analyses of the neuromuscular junction (NMJ) via α-bungarotoxin staining (**C**) show superior integrity of the NMJ in BAY-treated mice, original magnification, ×40. The average area of acetylcholine receptors (**D**) and fragmentation index (**E**) of BAY-treated mice were superior compared with VEH-treated mice and with 18-month-old control animals. *P* values from Student’s *t* test (**A** and **B**) or 1-way ANOVA with Fisher’s LSD post hoc analysis (**D** and **E**) comparing groups are shown above each graph. Groups with different lower-case letters are significantly (*P* < 0.05) different from one another as shown by post hoc testing.

**Figure 5:**
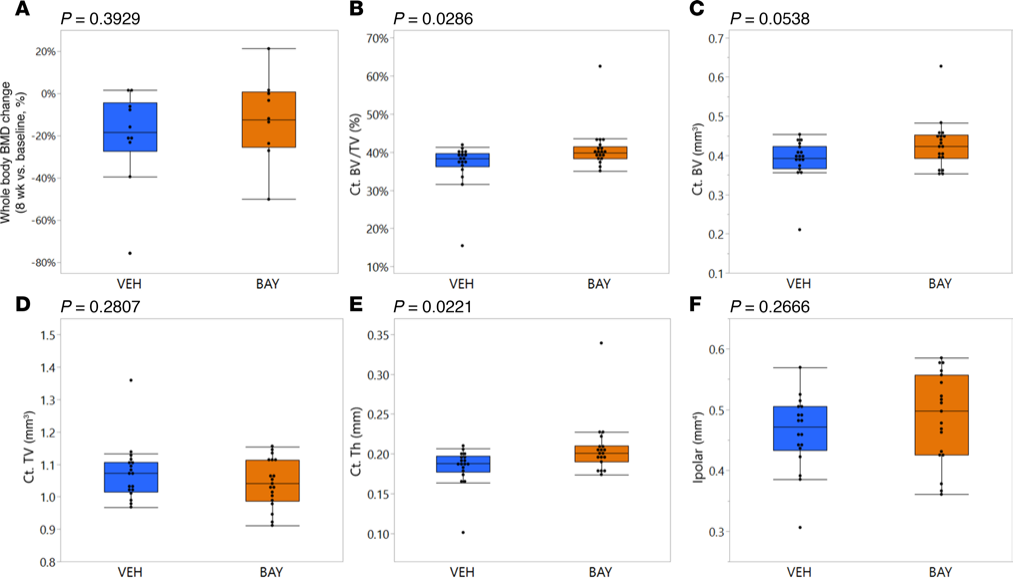
Cortical bone mass was mildly improved by BAY treatment. DXA scans were collected at baseline (18 months of age) prior to the onset of treatment and immediately prior to sacrifice (20 months of age). Longitudinal analyses of whole-body bone mineral density (BMD) showed no impact of BAY treatment (**A**). However, microCT analyses of the femur mid-diaphysis showed selective improvement in metrics of cortical bone mass in BAY-treated mice. (**B**) Cortical bone volume fraction, (**C**) cortical bone volume, (**D**) cortical bone tissue volume, (**E**) cortical thickness, and (**F**) polar moment of inertia. *P* values from Student’s *t* test comparing groups are shown above each graph.

**Figure 6:**
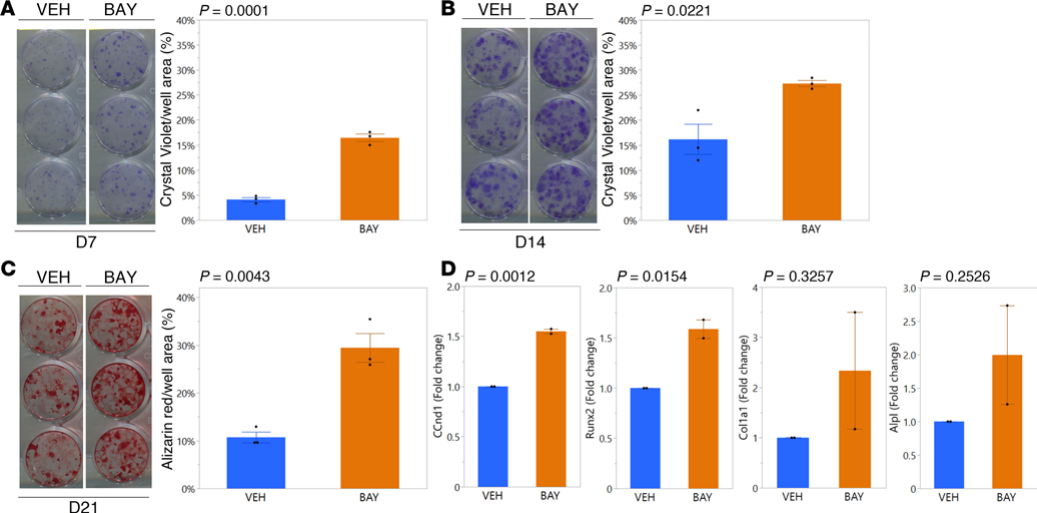
BMSCs from BAY-treated mice showed enhanced colony formation and produce more matrix in vitro. Crystal violet staining of BMSC-derived colonies on (**A**) day 7 and (**B**) day 14 in culture show increased colony formation by cells isolated from BAY-treated mice as shown by quantification of crystal violet–stained area normalized to total well area. (**C**) Alizarin red staining (normalized to total well area) was also enhanced in BMSC-derived osteoblast cultures isolated from BAY- as compared with VEH-treated mice. Each well shown represents 1 technical replicate culture. (**D**) Gene expression analyses from BMSC-derived osteoblast cultures on day 21 in culture. *P* values from Student’s *t* tests comparing groups are shown above each graph.

**Figure 7:**
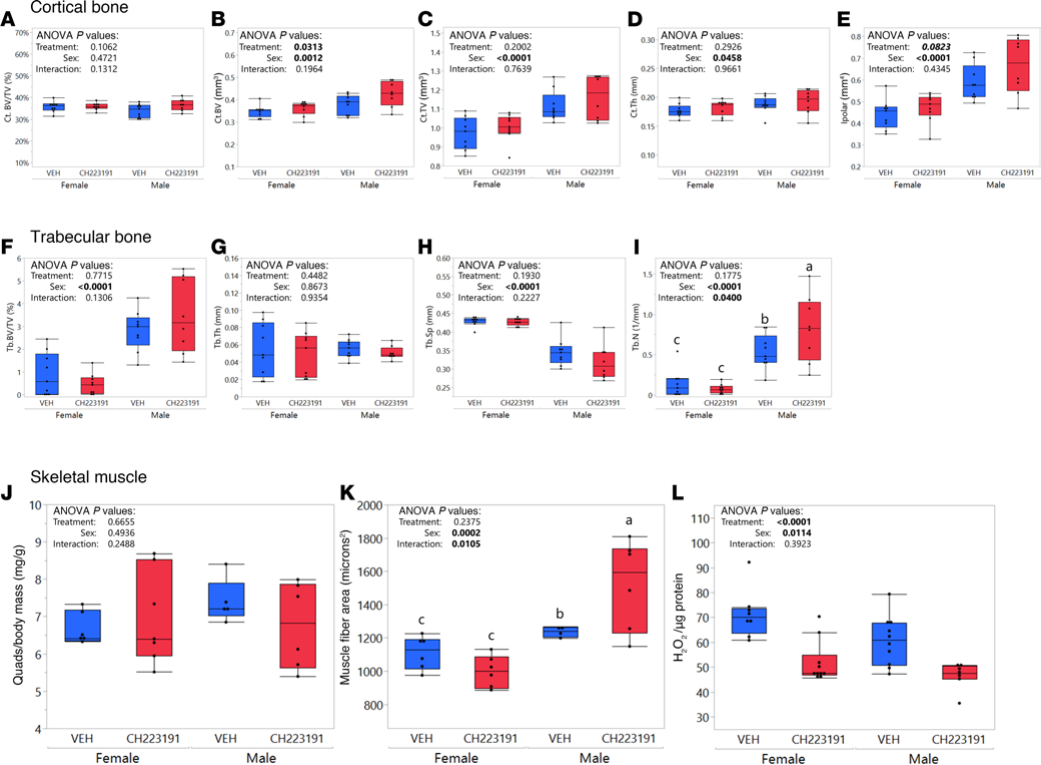
CH-223191 treatment is beneficial for cortical bone and skeletal muscle. (**A**–**E**) Cortical bone mass, as measured by microCT; cortical bone volume fraction (**A**), cortical bone tissue volume (**C**), and cortical bone thickness (**D**) were not affected by CH-223191 treatment, while cortical bone volume (**B**) was significantly greater in CH-223191– as compared with VEH-treated mice, and similar trends are shown for polar moment of inertia (**E**). Trabecular bone (**F**–**I**) was largely unaffected by CH-223191 except for a demonstration of increased trabecular number in male but not female CH-223191–treated mice (**I**). While quadriceps mass was not affected by CH-223191 (**J**), average muscle fiber size in the TA muscle was increased in male CH-223191–treated mice (**K**), and metrics of oxidative stress (from Amplex Red assays) were reduced by CH-223191 in skeletal muscle from both sexes (**L**). *P* values from 2-way ANOVA with Fisher’s LSD post hoc analysis comparing groups are shown on each graph; group with different superscript letters are significantly (*P* < 0.05) different from one another as shown by post hoc testing.

**Figure 8:**
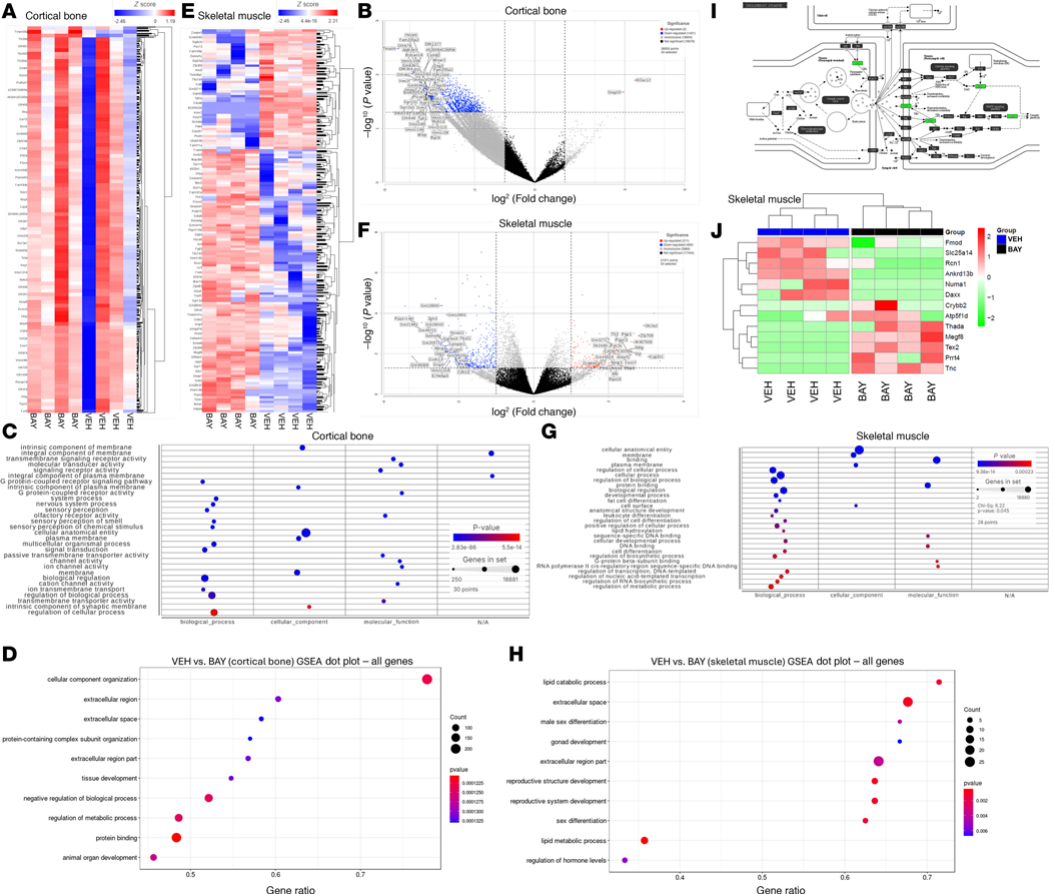
Transcriptomic and proteomic data supported the histological data and suggested that BAY preserves skeletal muscle function in part by maintaining molecular mediators of the NMJ in aged mice. Heatmaps (**A** and **E**), volcano plots (**B** and **F**), Gene Ontology plots of protein coding genes and biological processes (**C** and **G**), and GSEA plots (**D** and **H**) and are shown. Genes found in the cholinergic synapse pathway (**I**) were expressed at higher levels in the BAY-treated as compared with VEH-treated mice. (**J**) Proteomics analyses of skeletal muscle lysates identified differentially expressed proteins between BAY- and VEH-treated mice.

**Figure 9:**
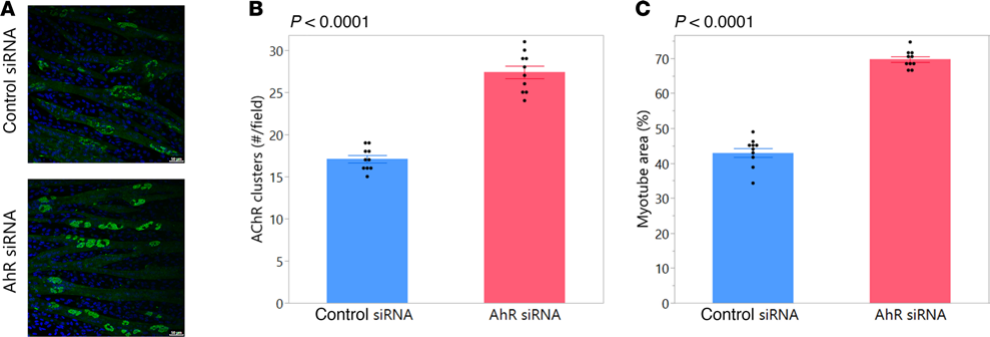
AhR knockdown by siRNA is beneficial to myofibers. (**A** and **B**) C2C12 cells treated with siRNA against AhR (AhR siRNA) demonstrated an increased number of acetylcholine receptor (AChR) clusters as compared with cultures treated with a nontargeting control siRNA. Representative images of α-bungarotoxin staining are shown in **A**. Scale bars: 50 μm. (**C**) C2C12 cells treated with siRNA against AhR and subjected to myogenic culture demonstrated an increase in myotube area as compared with control siRNA–treated cells. Group means ± SEM are shown; *P* values for Student’s *t* tests comparing groups are shown above each graph.

# Supplementary material for: Inhibition of AhR improves cortical bone and skeletal muscle function via preservation of neuromuscular junctions
**Source:** JCI Insight. 2025 Jul 15;10(16):e192047. doi: 10.1172/jci.insight.192047
**Supplement:** Supplemental data

## 1 Supplemental Methods

### 2 BAY2416964 treatment of young male and female C57BL/6 mice

3 BAY2416964 was obtained from a commercial supplier (Targetmol #T10270). Male and female  
4 C57BL/6J mice (strain #00664, 16 weeks old; n=12/sex) were obtained from the Jackson Laboratory  
5 and allowed one week to acclimate to the facility. Mice were randomly allocated to receive treatment  
6 with vehicle (PBS+10%DMSO+45% PEG400; n=6/sex) or BAY2416964 (30 mg/kg body mass dosage;  
7 n=6/sex) via intraperitoneal injection 5 days per week for 4 weeks. Muscle endurance was assessed at  
8 baseline (prior to the onset of treatment) and in the 4<sup>th</sup> week of treatment via hang-time testing, and  
9 muscle grip strength was assessed in the 4<sup>th</sup> week of treatment (Bioseb BIO-GS3) immediately prior to  
10 sacrifice.

11

### 12 AhR target gene expression in old and young mice

13 Male C57BL/6J mice at 4- and 22-months of age were obtained from the National Institute on Aging.  
14 Tibialis anterior muscles were collected at sacrificed and total RNA was extracted with TRIzol.  
15 Expression levels of the AhR target gene Cyp1a1 were quantified using the comparative threshold cycle  
16 ( $2^{-\Delta\Delta Ct}$ ) method as previously described (Bensreti et al, Bone. 2023 Aug;173:116811. doi:  
17 10.1016/j.bone.2023.116811). Primer sequences for Cyp1a1 were as follows: Cyp1a1 F: 5'-  
18 ACTCTTCCCTGGATGCCTTC-3', Cyp1a1 R: 5'-TGTGGCCCTTCTCAAATGTCC-3'.

19

20

21     **Supplementary Figures and Tables**

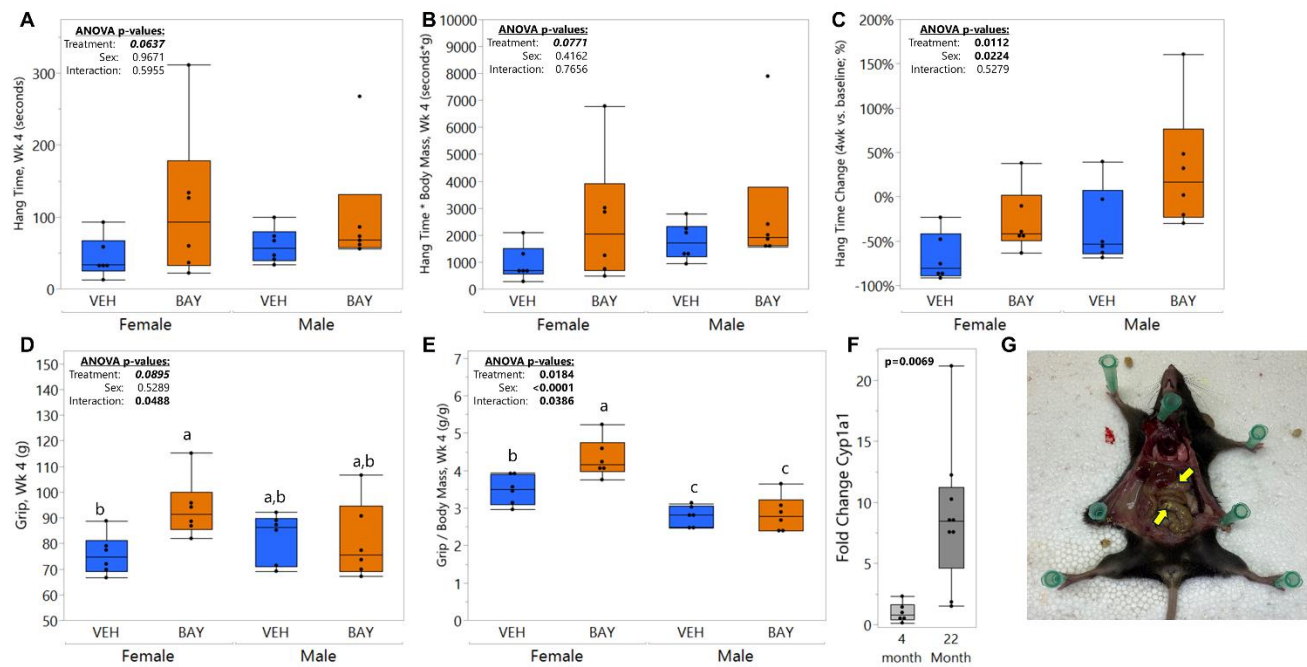

22

23     **Supplemental Figure S1: BAY2416964 enhanced grip strength of young female but not male C57BL/6 mice.** Hang time  
24     (A) and hang time normalized to body mass (B) tended to be higher in BAY- as compared to VEH-treated mice, and  
25     longitudinal analyses demonstrated a significant improvement in BAY-treated mice over the course of the study (C). Grip  
26     strength (D) and grip strength normalized to body mass (E) were enhanced by BAY treatment in female but not male mice.  
27     F) Gene expression levels of Cyp1a1 are significantly higher in tibialis anterior muscles from aged (22 month old) as  
28     compared to young (4 month old) mice, suggesting that the effect of AhR inhibition may be more pronounced in an aged  
29     model. G) At necropsy, evidence of BAY precipitation was noted in the peritoneal cavity (yellow arrows), reflecting the  
30     insoluble nature of this compound and suggesting that injection-based delivery modes requiring solubilization are not an  
31     optimal mode of delivery. Box plots show median, quartiles, and outlier fences for each group, where outlier fences  
32     represent first quartile -1.5\* (interquartile range) and third quartile +1.5\* (interquartile range), and each black circle  
33     represents one mouse. Two-way ANOVA p-values are shown on each graph, and groups with different superscript letters are  
34     significantly (p<0.05) different from one another as shown by post-hoc testing.

35

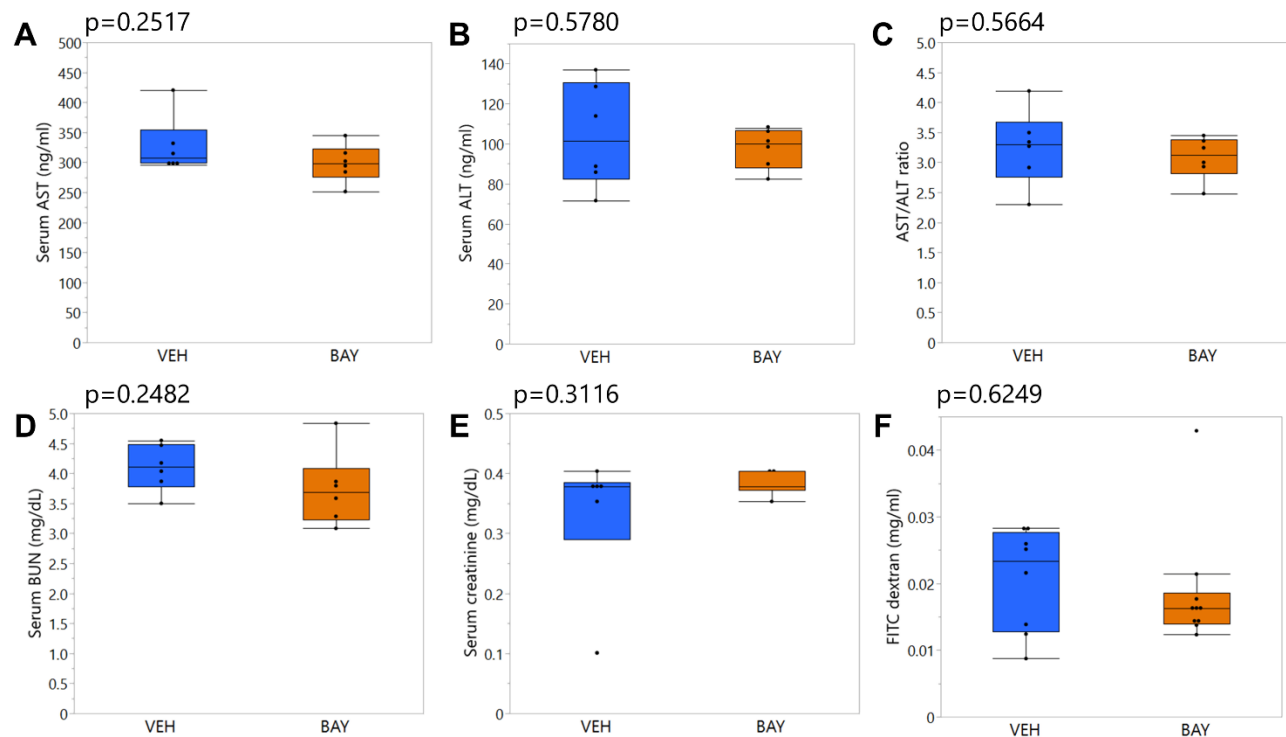

36

37 **Supplemental Figure S2: BAY treatment did not impact liver, kidney, or gut function.** Levels of **A)** aspartate  
 38 aminotransferase (AST), **B)** alanine aminotransferase (ALT), **C)** AST/ALT ratio, **D)** blood urea nitrogen (BUN) and **E)**  
 39 creatinine in the serum were unaffected by BAY treatment. Gut permeability, as shown by leakage of FITC-dextran into the  
 40 circulation, was also not affected by BAY treatment (**F**). Box plots show median, quartiles, and outlier fences for each group,  
 41 where outlier fences represent first quartile  $-1.5 \times$  (interquartile range) and third quartile  $+1.5 \times$  (interquartile range), and each  
 42 black circle represents one mouse. P-values from t-tests comparing groups are shown above each graph.

43

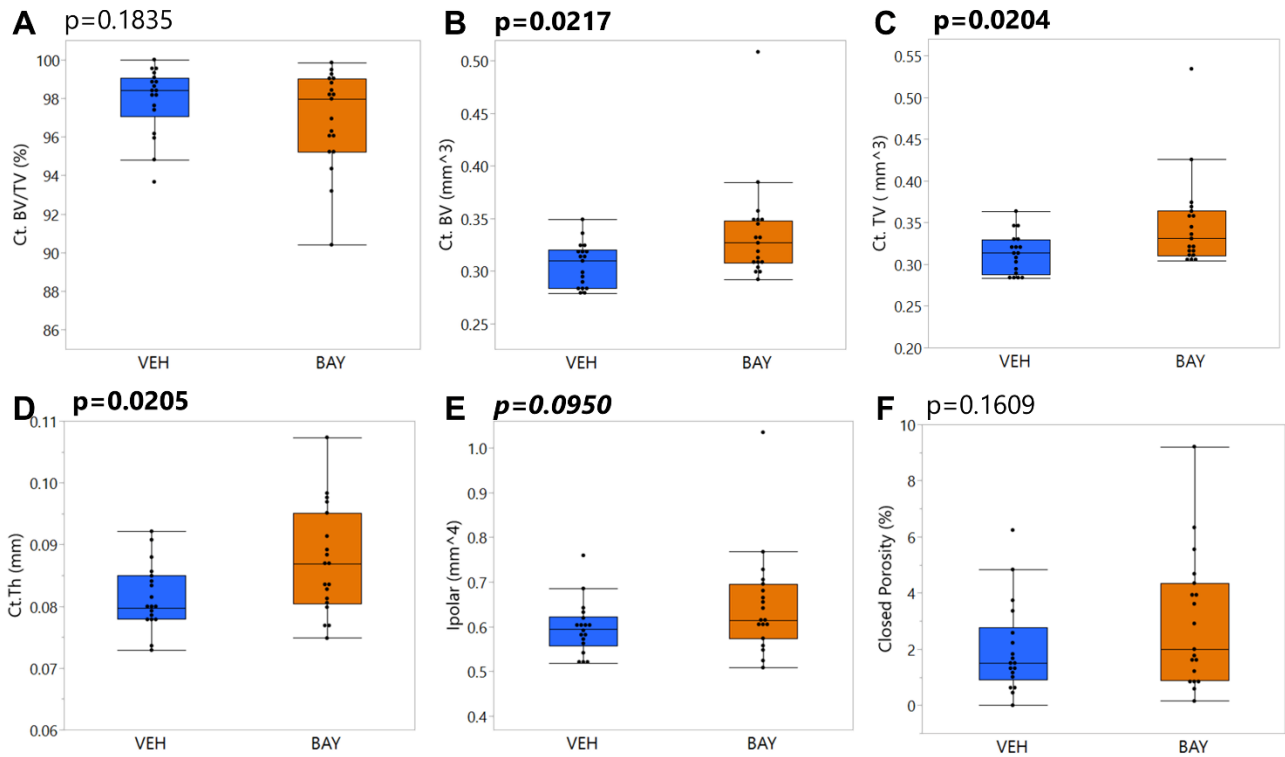

44

45 **Supplemental Figure S3: Cortical bone in the distal femoral metaphysis was mildly improved by BAY treatment.**  
 46 MicroCT analyses of the distal femoral metaphysis cortex showed selective improvement in metrics of cortical bone mass in  
 47 BAY-treated mice. While **A)** cortical bone volume fraction was not affected by treatment, **B)** cortical bone volume, **C)**  
 48 cortical bone tissue volume, and **D)** cortical thickness were larger in BAY- as compared to VEH-treated mice. **E)** Polar  
 49 moment of inertia showed a mild trend to be larger in BAY- as compared to VEH-treated mice, whereas **F)** cortical bone  
 50 porosity was not different between groups. Box plots show median, quartiles, and outlier fences for each group, where  
 51 outlier fences represent first quartile  $-1.5 \times$  (interquartile range) and third quartile  $+1.5 \times$  (interquartile range), and each black  
 52 circle represents one mouse. P-values from t-tests comparing groups are shown above each graph.

53

**A**  $p=0.5188$

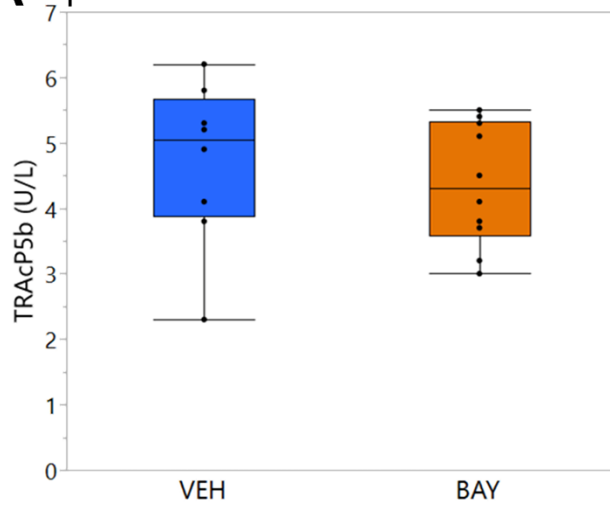

**B**  $p=0.2011$

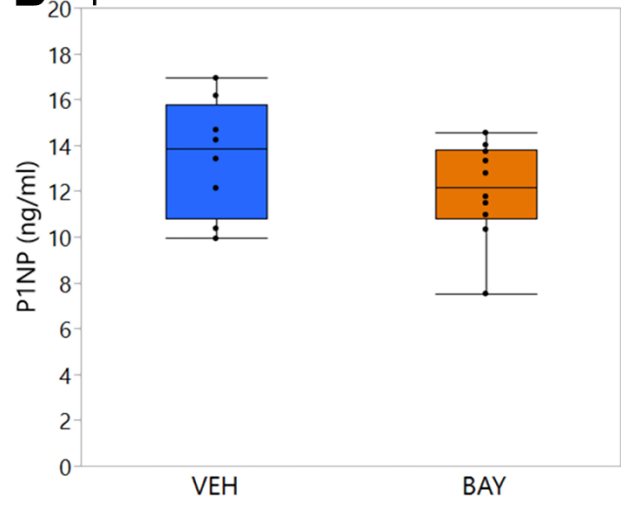

**C**  $p=0.2283$

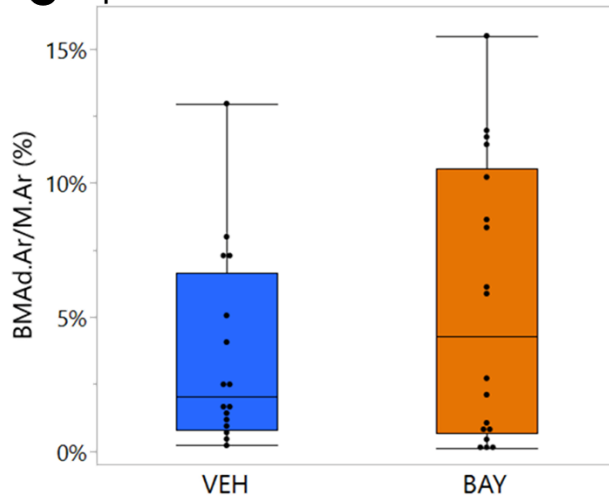

**D**  $p=0.4060$

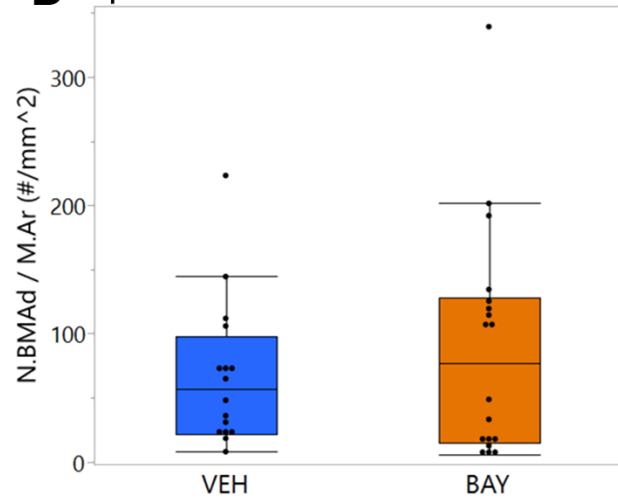

54

55 **Supplemental Figure S4: Serum markers of bone remodeling and bone marrow adiposity were unaffected by BAY**  
56 **treatment.** Box plots show median, quartiles, and outlier fences for each group, where outlier fences represent first quartile  
57  $-1.5 \times$  (interquartile range) and third quartile  $+1.5 \times$  (interquartile range), and each black circle represents one mouse. P-values  
58 from t-tests comparing groups are shown above each graph.

59

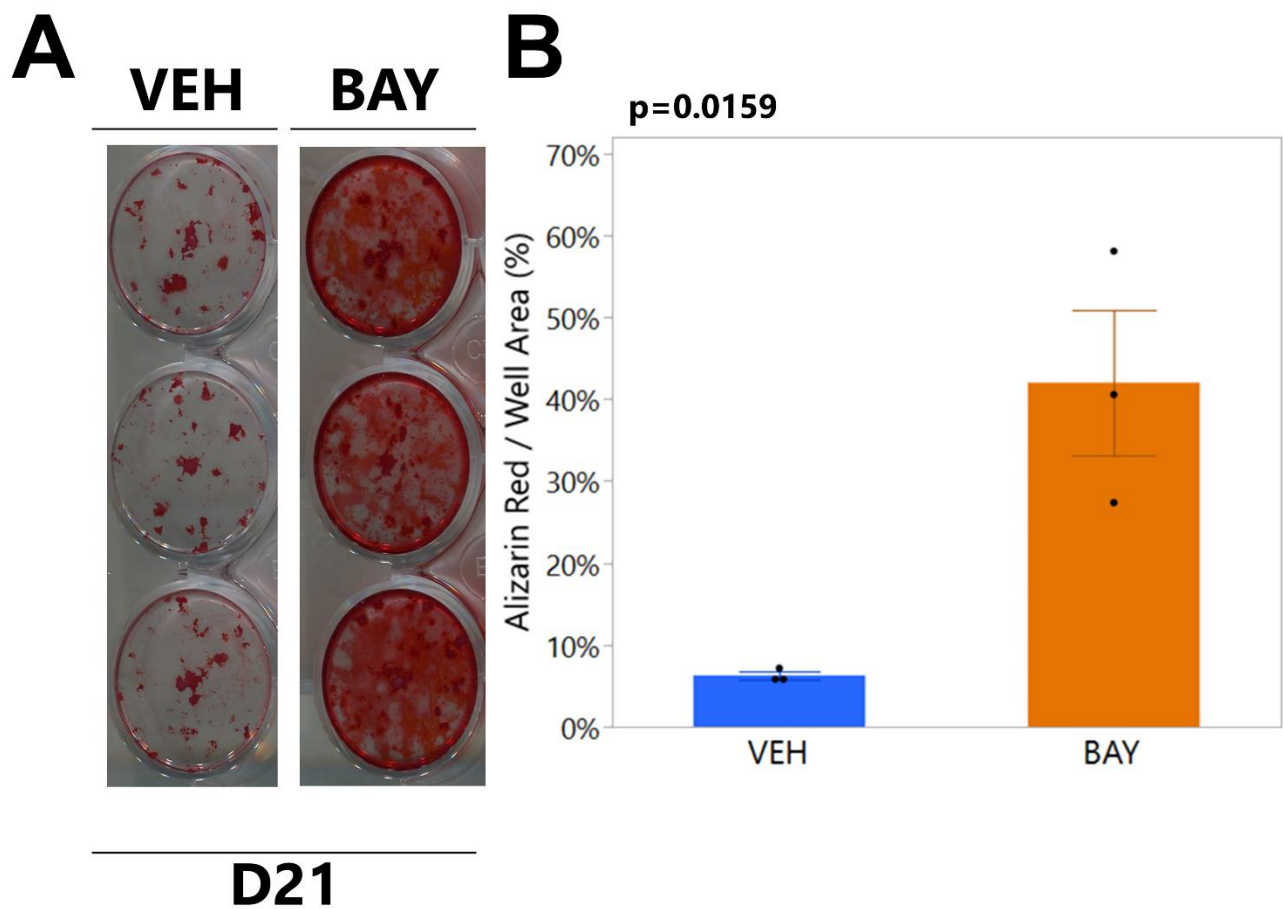

60

61 **Supplemental Figure S5: BMSC-derived osteoblasts from BAY-treated mice produced more matrix in vitro by day 21**  
 62 **(D21) in culture. A)** Alizarin red staining; each well represents one technical replicate culture. **B)** Quantification of alizarin  
 63 red staining as alizarin red area normalized to total well area. Box plots show median, quartiles, and outlier fences for each  
 64 group, where outlier fences represent first quartile  $-1.5 \times$  (interquartile range) and third quartile  $+1.5 \times$  (interquartile range),  
 65 and each black circle represents one replicate culture. P-value from t-tests comparing groups is shown above the graph.

66

67 **Supplemental Table 1: Cortical bone dynamic histomorphometry from the femur mid-diaphysis**

| Site                | Property           | VEH<br>n=17        |   |       | BAY<br>n=18        |   |       | P-value |
|---------------------|--------------------|--------------------|---|-------|--------------------|---|-------|---------|
| Femur mid-diaphysis | Ps.MS/BS (%)       | 9.376              | ± | 2.005 | 8.000              | ± | 1.947 | 0.6247  |
|                     | Ps.MAR (µm/day)    | unable to quantify |   |       | unable to quantify |   |       |         |
|                     | Ps.BFR/BS (µm/day) | unable to quantify |   |       | unable to quantify |   |       |         |
|                     | Ec.MS/BS (%)       | 47.469             | ± | 2.178 | 46.967             | ± | 2.373 | 0.8876  |
|                     | Ec.MAR (µm/day)    | 1.145              | ± | 0.047 | 1.119              | ± | 0.079 | 0.7791  |
|                     | Ec.BFR/BS (µm/day) | 0.543              | ± | 0.032 | 0.529              | ± | 0.049 | 0.8232  |

68 Means ± standard error are presented. VEH: vehicle, BAY: BAY2416964. One VEH-treated sample and  
69 one BAY-treated sample were lost during processing. Ps: Periosteal, Ec: Endocortical, MS/BS:  
70 mineralizing surface, MAR: mineral apposition rate, BFR/BS: bone formation rate (surface referent).

71

72

73 **Supplemental Table 2: Inflammatory cytokines in serum and bone marrow supernatant fluid**

| Site                    | Property               | VEH<br>n=8 |   |       | BAY<br>n=10 |   |       | P-value |
|-------------------------|------------------------|------------|---|-------|-------------|---|-------|---------|
| Serum                   | IL-12 (pg/ml)          | 1.78       | ± | 0.14  | 2.98        | ± | 0.68  | 0.1390  |
|                         | IL-1 $\alpha$ (pg/ml)  | 6.53       | ± | 0.87  | 6.02        | ± | 0.76  | 0.6670  |
|                         | IFN- $\gamma$ (pg/ml)  | 7.51       | ± | 2.78  | 9.21        | ± | 2.02  | 0.6168  |
|                         | TNF- $\alpha$ (pg/ml)  | 19.45      | ± | 3.52  | 21.96       | ± | 2.27  | 0.5422  |
|                         | MCP1 (pg/ml)           | 24.67      | ± | 2.56  | 21.12       | ± | 1.88  | 0.2691  |
|                         | IL-1 $\beta$ (pg/ml)   | 18.73      | ± | 8.66  | 9.63        | ± | 1.95  | 0.2713  |
|                         | IL-10 (pg/ml)          | 55.37      | ± | 8.87  | 44.71       | ± | 6.20  | 0.3276  |
|                         | IL-6 (pg/ml)           | 6.89       | ± | 1.43  | 10.32       | ± | 1.76  | 0.1635  |
|                         | IL-27 (pg/ml)          | 166.38     | ± | 29.56 | 234.27      | ± | 62.71 | 0.3626  |
|                         | IL-17 $\alpha$ (pg/ml) | 8.75       | ± | 3.57  | 11.32       | ± | 2.28  | 0.5368  |
|                         | IFN- $\beta$ (pg/ml)   | 148.96     | ± | 63.02 | 170.20      | ± | 45.64 | 0.7853  |
|                         | GM-CSF (pg/ml)         | 2.68       | ± | 0.77  | 3.62        | ± | 1.25  | 0.5568  |
| Site                    | Property               | VEH<br>n=8 |   |       | BAY<br>n=9  |   |       | P-value |
| Bone<br>marrow<br>fluid | IL-12 (pg/ml)          | 0.95       | ± | 0.22  | 0.80        | ± | 0.11  | 0.5322  |
|                         | IL-1 $\alpha$ (pg/ml)  | 271.45     | ± | 24.29 | 272.73      | ± | 19.94 | 0.9679  |
|                         | IFN- $\gamma$ (pg/ml)  | 2.52       | ± | 0.25  | 3.90        | ± | 0.87  | 0.1711  |
|                         | TNF- $\alpha$ (pg/ml)  | 7.44       | ± | 0.87  | 6.46        | ± | 0.52  | 0.3368  |
|                         | IL-1 $\beta$ (pg/ml)   | 11.44      | ± | 0.71  | 10.08       | ± | 0.75  | 0.2109  |
|                         | IL-10 (pg/ml)          | 8.51       | ± | 2.16  | 12.39       | ± | 2.31  | 0.2429  |
|                         | IL-6 (pg/ml)           | 7.74       | ± | 0.99  | 7.78        | ± | 0.78  | 0.9726  |
|                         | IL-17 $\alpha$ (pg/ml) | 1.13       | ± | 0.15  | 0.88        | ± | 0.13  | 0.2396  |

74 Means  $\pm$  standard error are presented. VEH: vehicle, BAY: BAY2416964. IL: interleukin. IFN- $\gamma$ :  
75 interferon gamma, TNF- $\alpha$ : tumor necrosis factor alpha, MCP-1: Monocyte chemoattractant protein-1,  
76 IFN- $\beta$ : interferon beta, GM-CSF: granulocyte macrophage colony stimulating factor.

78 **Supplemental Table 3: Trabecular bone architecture in the distal femoral metaphysis and spine**

| Site               | Property     | VEH<br>n=18 |   |       | BAY<br>n=19 |   |       | P-value |
|--------------------|--------------|-------------|---|-------|-------------|---|-------|---------|
| Distal<br>femur    | Tb.BV/TV (%) | 1.713       | ± | 1.300 | 0.545       | ± | 0.169 | 0.3660  |
|                    | Tb.Th (mm)   | 0.045       | ± | 0.005 | 0.046       | ± | 0.005 | 0.8664  |
|                    | Tb.Sp (mm)   | 0.441       | ± | 0.020 | 0.456       | ± | 0.003 | 0.4494  |
|                    | Tb.N (1/mm)  | 0.369       | ± | 0.300 | 0.089       | ± | 0.025 | 0.3469  |
| Lumbar<br>vertebra | Tb.BV/TV (%) | 9.222       | ± | 1.194 | 9.287       | ± | 0.587 | 0.9607  |
|                    | Tb.Th (mm)   | 0.052       | ± | 0.001 | 0.052       | ± | 0.001 | 0.8013  |
|                    | Tb.Sp (mm)   | 0.428       | ± | 0.022 | 0.421       | ± | 0.014 | 0.7882  |
|                    | Tb.N (1/mm)  | 1.842       | ± | 0.285 | 1.786       | ± | 0.107 | 0.8505  |

79 Means ± standard error are presented. VEH: vehicle, BAY: BAY2416964. Tb BV/TV: trabecular bone  
80 volume fraction, Tb.Th: trabecular thickness, Tb.Sp: trabecular separation, Tb.N: trabecular number.

82 **Supplemental Table 4:** Cortical bone enriched pathways identified from RNAseq analyses

| Description                                                | Enrichment score | P-value         |
|------------------------------------------------------------|------------------|-----------------|
| Olfactory transduction                                     | 58.25            | 5.02E-26        |
| Neuroactive ligand-receptor interaction                    | 25.65            | 7.22E-12        |
| Phototransduction                                          | 7.24             | 7.20E-04        |
| Nicotine addiction                                         | 6.43             | 1.61E-03        |
| Cholinergic synapse                                        | 3.99             | 1.86E-02        |
| Glycosphingolipid biosynthesis - globo and isoglobo series | 3.61             | 2.71E-02        |
| Cell adhesion molecules                                    | 3.41             | 3.30E-02        |
| Retinol metabolism                                         | 3.32             | 3.62E-02        |
| Ascorbate and aldarate metabolism                          | 3.25             | 3.89E-02        |
| Metabolism of xenobiotics by cytochrome P450               | 3.05             | 4.72E-02        |
| <i>ABC transporters</i>                                    | <i>2.73</i>      | <i>6.51E-02</i> |
| <i>Pentose and glucuronate interconversions</i>            | <i>2.70</i>      | <i>6.73E-02</i> |
| <i>Tryptophan metabolism</i>                               | <i>2.67</i>      | <i>6.96E-02</i> |
| <i>Steroid hormone biosynthesis</i>                        | <i>2.59</i>      | <i>7.48E-02</i> |
| <i>Inflammatory mediator regulation of TRP channels</i>    | <i>2.55</i>      | <i>7.82E-02</i> |
| <i>Vitamin digestion and absorption</i>                    | <i>2.38</i>      | <i>9.29E-02</i> |
| <i>GABAergic synapse</i>                                   | <i>2.36</i>      | <i>9.40E-02</i> |

83

84

85 **Supplemental Table 5:** Skeletal muscle enriched pathways identified from RNAseq analyses

| Description                                                          | Enrichment score | P-value  |
|----------------------------------------------------------------------|------------------|----------|
| Circadian entrainment                                                | 8.13             | 2.95E-04 |
| Morphine addiction                                                   | 7.36             | 6.35E-04 |
| Human immunodeficiency virus 1 infection                             | 6.79             | 1.13E-03 |
| Graft-versus-host disease                                            | 6.53             | 1.46E-03 |
| Allograft rejection                                                  | 6.10             | 2.25E-03 |
| Autoimmune thyroid disease                                           | 6.10             | 2.25E-03 |
| GABAergic synapse                                                    | 5.74             | 3.21E-03 |
| Type I diabetes mellitus                                             | 5.71             | 3.30E-03 |
| Olfactory transduction                                               | 5.67             | 3.44E-03 |
| Viral myocarditis                                                    | 5.25             | 5.26E-03 |
| Amphetamine addiction                                                | 5.10             | 6.11E-03 |
| Cell adhesion molecules                                              | 4.63             | 9.72E-03 |
| Cholinergic synapse                                                  | 4.55             | 1.06E-02 |
| Human cytomegalovirus infection                                      | 4.07             | 1.70E-02 |
| Ras signaling pathway                                                | 3.90             | 2.03E-02 |
| Chemical carcinogenesis - DNA adducts                                | 3.81             | 2.21E-02 |
| Serotonergic synapse                                                 | 3.74             | 2.37E-02 |
| Drug metabolism - other enzymes                                      | 3.70             | 2.47E-02 |
| Dopaminergic synapse                                                 | 3.59             | 2.77E-02 |
| Rheumatoid arthritis                                                 | 3.58             | 2.78E-02 |
| Systemic lupus erythematosus                                         | 3.47             | 3.11E-02 |
| Metabolism of xenobiotics by cytochrome P450                         | 3.41             | 3.32E-02 |
| Retrograde endocannabinoid signaling                                 | 3.34             | 3.56E-02 |
| PI3K-Akt signaling pathway                                           | 3.30             | 3.68E-02 |
| Chemokine signaling pathway                                          | 3.20             | 4.07E-02 |
| MAPK signaling pathway                                               | 3.18             | 4.17E-02 |
| Pathways in cancer                                                   | 3.11             | 4.48E-02 |
| Apelin signaling pathway                                             | 3.10             | 4.49E-02 |
| Osteoclast differentiation                                           | 3.00             | 4.98E-02 |
| Glutamatergic synapse                                                | 3.00             | 4.98E-02 |
| <i>Kaposi sarcoma-associated herpesvirus infection</i>               | 2.98             | 5.08E-02 |
| <i>Steroid hormone biosynthesis</i>                                  | 2.71             | 6.65E-02 |
| <i>Complement and coagulation cascades</i>                           | 2.67             | 6.91E-02 |
| <i>Epstein-Barr virus infection</i>                                  | 2.65             | 7.04E-02 |
| <i>Glycosphingolipid biosynthesis - lacto and neolacto series</i>    | 2.63             | 7.23E-02 |
| <i>PD-L1 expression and PD-1 checkpoint pathway in cancer</i>        | 2.55             | 7.84E-02 |
| <i>Alcoholism</i>                                                    | 2.51             | 8.12E-02 |
| <i>Protein digestion and absorption</i>                              | 2.41             | 9.01E-02 |
| <i>Viral protein interaction with cytokine and cytokine receptor</i> | 2.39             | 9.16E-02 |
| <i>Basal cell carcinoma</i>                                          | 2.31             | 9.97E-02 |
| <i>VEGF signaling pathway</i>                                        | 2.31             | 9.97E-02 |

86 **Supplemental Table 6.** Primer sequences for PCR reactions

| Primer | Direction | Sequence                     |
|--------|-----------|------------------------------|
| Gapdh  | Forward   | 5'-GGGAAGCCCATCACCATC-3'     |
| Gapdh  | Reverse   | 5'-GCCTCACCCCATTTGATGTT-3'   |
| Ccnd1  | Forward   | 5'-AGAAGGAGATTGTGCCATCCA-3'  |
| Ccnd1  | Reverse   | 5'-CTCACAGACCTCCAGCATCCA-3'  |
| Runx2  | Forward   | 5'-GGCACAGACAGAAGCTTGATGA-3' |
| Runx2  | Reverse   | 5'-GAATGCGCCCTAAATCACTGA-3'  |
| Col1a1 | Forward   | 5'-GCTTCACCTACAGCACCTTGT-3'  |
| Col1a1 | Reverse   | 5'-TGACTGTCTTGCCCCAAGTTC-3'  |
| Alpl   | Forward   | 5'-CACAGATTCCCAAAGCACCT-3'   |
| Alpl   | Reverse   | 5'-GGGATGGAGGAGAGAAGGTC-3'   |

87

How the deposited data were processed for this re-analysis (not part of the article)

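Bulk RNA-seq was analysed for 16 libraries, 8 from cortical bone and 8 from skeletal muscle, each with 4 BAY-treated and 4 VEH-treated mice. BAY was given at 30 mg/kg on 5 days per week for 8 weeks. Each library was assigned to its tissue, treatment and replicate by the library name in the sample labels. The column of skeletal muscle VEH replicate 3 carries that name with a word for replacement, which the paper's text does not mention. Age was 18 months at the start in the paper and 18 months in the labels.

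The authors trimmed the reads, aligned them with STAR to mm39, quantified Ensembl genes with the Partek E/M algorithm, scaled them to counts per library total (CPM), added an offset and deposited log2 values. The lowest value of each table puts the offset at 0.0001 in cortical bone and 0.0004 in skeletal muscle, and the values with log2 and offset undone sum to the same total in every library. The tables hold 38933 and 21011 genes, of which 20515 and 14545 are protein coding. In cortical bone, 61 rows merge several gene identifiers under 1 symbol. The authors' methods name limma-voom in Partek Flow, a P value under 0.05 and an absolute fold change of at least 2.

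The value of 1 counted read was read from the steps between low values in each library. Between 81.3% and 88.5% of the values up to 50 reads were whole multiples of it, to within 0.02. The reads counted on genes then came to 6951925, 1086220, 2822331 and 1373674 in cortical bone of VEH replicates 1 to 4, and to 2237058, 2418091, 1963800 and 930307 of BAY replicates 1 to 4. In skeletal muscle they came to 8591019, 7172585, 9262395 and 8383309 in VEH and to 7267544, 6131900, 7751396 and 7130776 in BAY. No gene of either table had fewer than 5.00 reads over the 8 libraries. A value of 3 reads was taken as the floor, and floors cover counting error only, since PCR copies are not independent molecules.

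BAY was compared with VEH in each tissue with limma (version 3.58.1) in R (version 4.3.3), by lmFit and eBayes with a mean-variance trend on the deposited log2 values, with no filter, no covariate and two-sided tests. Fold changes are on the scale of log2 CPM plus the offset. P values were adjusted by the Benjamini-Hochberg method over all genes of the tissue. A gene was called at an unadjusted P value under 0.05 and a fold change of at least 2. Single genes and list means were also compared by an exact permutation of the 8 libraries, where the smallest possible P value is 0.0286. Called genes with an Olfr symbol were counted against all other genes with Fisher's exact test. Sets of related genes were tested with limma's camera on 18 lists of 214 genes, written before the data were examined, of which 18 in cortical bone and 17 in skeletal muscle had at least 3 genes in the table. The lists include genes and themes that the paper reports as changed. The spread within a group was the median over pairs of mice of the root mean square log2 difference. Other steps used Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9). Exon lengths came from GENCODE release M39 and matched 98.9% of the genes in cortical bone and 99.4% in skeletal muscle.

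The genes named in the text were chosen by a rule set before the data were examined. It takes the genes the paper names in its RNA-seq results, the genes of the proteins it names beside them, and Ahr. It adds every listed gene that was called or whose list passed the list test, and per tissue the 3 genes raised and the 3 genes lowered the most among called genes without overlap between the groups and with a mean of at least 1 CPM. In cortical bone 2 genes met these criteria among the lowered ones. Genes of a list that passed and were not called are given by list, and singly only where a value stood out or its sign turned. Some genes that the rule takes are not reported here.

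The fits were tested on simulated log2 values with the real means and spreads, each gene drawn separately, and on simulated reads with 1 fixed spread for all genes. In both, 200 genes with a mean of at least 1 CPM were changed by 2 or 3 on the log2 scale. With limma on log2 values, 46.0% of the changed genes in cortical bone and 99.0% in skeletal muscle were called, and with voom on reads 98.5% and 99.5% were. The spreads differ, so these shares do not compare the 2 fits. Log2 values drawn separately for each gene share no shift of a whole library, so the shares from limma do not show what it can find in the real libraries.

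Alternatives set before the data were examined were a pseudocount of 1 or 0.1 CPM, a filter at a mean of 1 CPM, median centring over genes with a mean of at least 1 CPM, quantile normalization, eBayes without a trend, voom weights, array weights, the replicate number as a block and each mouse left out in turn. The setting with voom weights also replaces the deposited values by voom's own log2 values, which have a larger offset. The pairing comes from the replicate numbers in the labels, which belong to different mice. Voom on the recovered reads and a filter at 3 times the estimated background were added after seeing the data. The real split of the libraries was compared with all 35 splits into 4 and 4. The paper's proteomics, RNAscope and cell culture data were not analysed here, and pathway databases were not used here.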

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

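In this part the test of library depth was chosen after the result was seen, and the share of called genes still called without VEH replicate 1 was taken as undecided after its value was seen. A library was singled out when it lay farther from the other 3 of its group, relative to the range of the group, than Dixon's critical value for 4 values and a P value of 0.05. Of 469 groups of 4 libraries, 51 had such a library, against 23.4 by chance. Genes of 1 list rise and fall together, so these are not independent, and most fall on 5 libraries. All 4 libraries of a group had the same treatment, so treatment alone gives no biological explanation for a library that differs from the rest of its group.

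In cortical bone, VEH replicate 1 listed 13219 genes at 0. Gnb3 and Matn3 were listed at 0 there, at -13.29 on the log2 scale. Its log2 values were also far from the rest for Sp7 at 3.25, Oscar at -1.21, Matn1 at -2.80 and Tnnc1 at 3.90. The wider pattern is that most genes were lower in VEH replicate 1 than in the other 7 libraries. A candidate explanation is that the other 7 libraries hold reads from genomic DNA and VEH replicate 1 holds few. Olfactory receptor genes, not expected in bone, rose with their exon length in 7 of the 7 other libraries, with Spearman's rho across genes, which are not independent replicates, of 0.65 to 0.81. Vomeronasal receptor genes had 0.82 times the reads per kb of olfactory receptor genes, and olfactory receptor genes on chromosome X had 0.99 times the reads per kb of those on autosomes, both as medians over the 7 libraries, the second on only 8 genes of chromosome X. Each of these came out as genomic DNA would give. VEH replicate 1 itself had a rho of 0.42 and ratios of 0.66 and 0.69, so these tests do not set it apart. What differs is the amount, since olfactory receptor genes took 0.05% of its CPM and 0.54% to 3.51% in the other 7 libraries. Library depth went against the pattern, since VEH replicate 1 ranked 8 of 8 from the fewest reads to the most. The 20 genes with the highest means took 78.5% of its CPM, but without them the gap of its median to the others was still 2.05, down from 3.44 on the log2 scale, so they account for part of it. For BAY treatment as an explanation, the test was the share of the 249 called genes that were still called without VEH replicate 1. This share, 52.6%, concerns those genes and does not decide on the pattern. Without VEH replicate 1 the median log2 fold change of all genes went from 0.84 to -0.09, and the other 3 VEH libraries had medians of 1.67 to 3.69, against -0.80 in VEH replicate 1. Different amounts of genomic DNA reads remain as an explanation, and the pattern cannot be told apart from it.

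In cortical bone BAY replicate 4, the olfactory receptor genes had 9.06 CPM per kb of exon, the highest of the group, and the mean of the AhR battery list was 4.02. Its log2 values were 4.75 for Gng7, 1.12 for Hba-a1, 3.95 for Hbb-bs, -13.29 for Tnnc1, 3.69 for Col9a1 and 3.80 for Comp. This library had the fewest counted reads, 930307. The genomic DNA explanation above may hold for it too, since rho with exon length was 0.79 there, 1 of the 7 libraries counted above. No biological explanation was tested.

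In cortical bone BAY replicate 3, the log2 values were higher than in the rest of its group for Fosb at 10.02, Gnb1 at 6.98, Col1a1 at 13.65, Col1a2 at 12.67, Bglap at 7.42, Atp2a2 at 6.22, Acan at 4.38 and Col3a1 at 7.97. Insl3 was at 0.16 there and listed at 0 in the other 3. The remaining values in cortical bone were Gng13, listed at 0 at -13.29 in BAY replicate 1, Acan at 3.59 in VEH replicate 3, and Hbb-bt at 3.49 and Dcn at 5.55 in VEH replicate 2. Neither a technical nor a biological explanation was tested for these.

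In skeletal muscle VEH replicate 3, whose column is named as a replacement, the mean of the lipid catabolism list was 5.93. The log2 values were 7.45 for Pnpla2, 5.07 for Mgll, 8.77 for Lpl, 7.55 for Acadm, 7.68 for Hadha, 5.09 for Hadhb, 5.98 for Acaa2 and 3.06 for Tnc, each the highest of its group. A candidate explanation is fat tissue left on this muscle. The mean of the adipocyte list was 4.89 there and -1.64 to 0.55 in the other 7 libraries. With this mean as a covariate, the P value of the lipid catabolism list in limma's camera rose from 6.1e-05 to 0.0859, and the median log2 fold change went from -0.23 to -0.02. Fat tissue therefore remains as an explanation of the lower lipid catabolism genes in BAY-treated mice, and the change cannot be told apart from it. Because the covariate is nearly a marker for 1 library, any other property of VEH replicate 3 would give the same result.

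In skeletal muscle BAY replicate 2, Per1 was at 5.38, Cry2 at 4.69, Acadvl at 6.48 and Ucp3 at 4.69 on the log2 scale, and Egr2 was listed at 0, at -11.29. The list means there were -1.55 for cartilage, 2.07 for slow muscle fibre and 0.56 for tendon and fibroblast. This library had the fewest counted reads in skeletal muscle, 6131900. The remaining values in skeletal muscle were Gng3 in VEH replicate 1, Fosb in VEH replicate 4 and Hp in BAY replicate 3, each listed at 0 at -11.29. The means of 3 further lists were -1.40 for the AhR battery in VEH replicate 2, -4.86 for B cells in VEH replicate 1 and 1.83 for the denervation response in BAY replicate 4. Genes at a few reads per library turn to 0 by counting alone, and neither a technical nor a biological explanation was tested for these.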

How the results depend on the processing

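All settings in this part were chosen before the data were examined, except 2 that were chosen after seeing the data: limma voom on the reads recovered from the steps of the values, and a filter that kept genes with a mean of at least 3 times a background estimated from olfactory receptor genes per kb of exon. The planned count tests, edgeR and DESeq2, were not run, because the deposited values are log2 CPM and a share of them did not come out as whole reads. The cause of a change named below was not tested unless a value is given for it.

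In cortical bone, the 249 called genes became 82 among genes with a mean of at least 1 CPM, 443 with each library centred on its median, 705 with quantile normalization, 408 without the mean-variance trend and 901 with array weights. The 55 protein coding genes among them became 26, 141, 240, 93 and 464 under these settings, 102 with log2(CPM + 1) and 111 with voom weights. With voom on the recovered reads, the counts were 1433 and 847, and with the filter on the estimated background both were 2. The fits that each left out 1 mouse called from 115 to 1116 genes, of which 22 to 593 were protein coding. Higher values in BAY-treated mice made up 85.1% of the called genes, with 212 higher and 37 lower. With median centring this share was 66.6%, with 295 higher and 148 lower, and with quantile normalization it was 35.5%, with 250 higher and 455 lower. The scaling moved the median log2 fold change of all genes from 0.84 to -0.01 and 0.03. The number of genes with an adjusted P value under 0.05 was 0, with 249 genes at an unadjusted P value under 0.05. It was 1 with log2(CPM + 1) and 31 without the trend.

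The odds ratio of olfactory receptor genes among the called genes of cortical bone, 0.337, passed the threshold in the same direction under several settings. It was 0.142 with log2(CPM + 1), 0.314 with median centring, 0.516 with quantile normalization and 0.272 without the trend. It was 0.126 with voom weights, 0.213 with array weights and 0.274 with the replicate number as a block. It was above 1, at 3.01, with voom on the recovered reads. Leaving out each mouse in turn gave odds ratios from 0.212 to 0.788. Of these fits, those without VEH replicate 1, at 0.212, and without BAY replicate 3, at 0.218, passed the threshold. The 10 gene lists with an adjusted P value under 0.05 became 6 with quantile normalization and 2 with array weights, and leaving out each mouse in turn gave 7 to 10. The ratio of the spread between VEH-treated mice to that between BAY-treated mice, 1.41, was 0.98 with quantile normalization.

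In skeletal muscle, the 510 called genes became 52 with log2(CPM + 1), 193 among genes with a mean of at least 1 CPM, 123 with voom weights and 175 with the filter on the estimated background. The 232 protein coding genes among them became 34, 119, 70 and 77. With voom on the recovered reads, 700 genes were called, 489 higher and 211 lower. The number with an adjusted P value under 0.05 was 0, with 2056 genes at an unadjusted P value under 0.05. It was 23 with log2(CPM + 1), 35 with log2(CPM + 0.1), 2 among genes with a mean of at least 1 CPM, 40 without the trend, 27 with voom weights, 25 with voom on the recovered reads and 2 with the filter on the estimated background. Leaving out each mouse in turn gave from 0 to 1 such genes, and from 448 to 567 called genes.

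The odds ratio of olfactory receptor genes in skeletal muscle, 4.15, no longer passed the threshold with log2(CPM + 1) at 9.76, log2(CPM + 0.1) at 2.37, the filter at 1 CPM at 11.3, median centring at 3.11, quantile normalization at 2.97, voom weights at 4.07 and array weights at 2.55. It was 0 with the filter on the estimated background, where no such gene was called. The 8 fits that each left out 1 mouse gave odds ratios from 1.89 to 3.46, none of which passed the threshold. The number of gene lists with an adjusted P value under 0.05 was 3, and it was 5 with log2(CPM + 1), log2(CPM + 0.1), voom weights and voom on the recovered reads, and 2 to 5 with a mouse left out. The clock and immediate early lists passed under all 19 alternatives, and the lipid catabolism list under 18, the exception being the fit without VEH replicate 3. The ratio of the spreads, 0.93, was 1.06 with log2(CPM + 1) and 1.06 among genes with a mean of at least 1 CPM, none of these with a P value under 0.05. The log2 fold change of Gng3, 3.55, passed the threshold with log2(CPM + 1) at 0.40, log2(CPM + 0.1) at 1.39, voom weights at 0.65 and voom on the recovered reads at 1.65. That of Cyp1a1, -1.38, ranged from -1.53 to -1.13 with a mouse left out and lost the threshold in 2 of these fits. It was -0.59 with log2(CPM + 1) and -0.82 with voom weights, under the fold change of 2 that a call takes. The larger offset of both settings compresses the fold change of a gene at such low values. Fos and Gng4 kept their direction and their side of the threshold under every alternative that gave a value. Cyp1a1, Gng3 and Gng4 have no value with either filter on low values, because the filters remove them. The spread was not recomputed for the variance models, the weights, the block and the settings added after seeing the data.

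The labels give the 2 groups the same replicate numbers, but these are different mice. Deviations from the group means of same-numbered libraries had a mean correlation across genes of 0.05 in cortical bone and -0.05 in skeletal muscle. With the replicate number as a block, 305 genes were called in cortical bone, 122 of them protein coding, with an odds ratio of 0.274 for olfactory receptor genes, and 489 genes were called in skeletal muscle. The log2 fold changes under the block are those without it.

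Among single genes named by the rule in the processing summary, 123 in cortical bone and 64 in skeletal muscle, apart from the genes the paper names in skeletal muscle, 165 values in cortical bone and 32 in skeletal muscle had the opposite sign under an alternative. With the sign kept, 111 values in cortical bone and 32 in skeletal muscle newly passed the threshold, and 15 and 37 no longer passed it. Median centring shifts all genes of a library by the same amount. A sign that turns under it restates that shift and is not separate evidence on the gene. In cortical bone, the shift moved the median log2 fold change of all genes from 0.84 to -0.01. The signs turned there as follows. With log2(CPM + 1), the log2 fold change was -0.10 for Gng13, -0.20 for Retnlg and -0.01 for Matn3. With each library centred on its median, the log2 fold change was -0.47 for Cyp1a1, -0.12 for Gng3, -0.13 for Ahr, -0.81 for Nr4a1, -0.69 for Nr4a3, -0.04 for Gng2, -0.49 for Gng5, -0.11 for Gng7, -0.41 for Gng8, -0.06 for Gng12, -0.63 for Gngt2, -0.64 for Gnb4, -0.42 for Fgf23, -0.66 for Pdpn, -0.11 for Ocstamp, -0.32 for Oscar, -0.44 for Calcr, -0.51 for Tnnt3, -0.67 for Actn3, -0.59 for Tnni1 and -0.61 for Scx. With quantile normalization, the log2 fold change was -0.61 for Cyp1a1, -0.14 for Gng3, -0.03 for Nr4a1, -0.14 for Nr4a3, -0.05 for Gng5, -0.72 for Gng8, -0.70 for Gng13, -0.17 for Gngt1, -0.55 for Gngt2, -0.07 for Gnb4, -0.84 for Fgf23, -0.91 for Pdpn, -0.39 for Oscar, -0.97 for Calcr, -0.18 for Tnni1 and -0.76 for Matn3. With voom weights, the log2 fold change was -0.07 for Gng13 and -0.14 for Retnlg. With array weights, the log2 fold change was -1.26 for Cyp1a1, 0.56 for Fos, -0.26 for Gng3, -0.21 for Gng4, 0.64 for Jun, 0.13 for Jund, 0.10 for Ier2, -0.74 for Nr4a3, 0.02 for Dusp1, -0.38 for Gng2, -0.35 for Gng7, -1.32 for Gng8, 0.05 for Gng11, -0.16 for Gng12, -7.15 for Gng13, -0.88 for Gngt1, -0.31 for Gngt2, -0.77 for Gnb3, -0.70 for Gnb4, 0.37 for Bglap, -0.46 for Fgf23, -1.45 for Pdpn, -0.28 for Ocstamp, -0.91 for Oscar, -1.23 for Calcr, 0.02 for Car2, 0.27 for Hba-a1, 0.99 for Hba-a2, 0.72 for Hbb-bs, 1.40 for Hbb-bt, 0.34 for Camp, 0.08 for Ltf, 0.23 for Myh7, 0.01 for Atp2a2, 0.08 for Acan, -1.41 for Matn3, -0.83 for Col9a1, 0.59 for Comp, -0.55 for Scx, 0.00 for Fmod, 0.79 for Thbs4, 0.09 for Col3a1 and 0.07 for Dcn. With voom on the recovered reads, the log2 fold change was 0.07 for Fosl2, 0.19 for Egr2, 0.09 for Gnb5, 0.16 for Sp7, -0.01 for Retnlg and 0.05 for Sox9. Leaving out each mouse in turn gave log2 fold changes of both signs, with ranges from -0.33 to 1.36 for Cyp1a1, from -1.43 to 0.24 for Fos, from -0.01 to 1.68 for Gng3, from -0.66 to 0.16 for Fosl1, from -0.51 to 0.17 for Fosl2, from -1.19 to 0.25 for Jun, from -0.42 to 0.26 for Egr2, from -0.94 to 0.13 for Egr3, from -0.27 to 0.38 for Nr4a1, from -0.22 to 0.47 for Nr4a3, from -1.10 to 0.11 for Atf3, from -0.53 to 0.26 for Arc, from -0.20 to 1.40 for Gng2, from -0.35 to 1.17 for Gng8, from -0.59 to 1.86 for Gngt1, from -0.33 to 0.74 for Gngt2, from -0.68 to 0.10 for Gnb1, from -0.01 to 5.49 for Gnb3, from -0.36 to 0.64 for Gnb4, from -0.88 to 0.06 for Sp7, from -0.44 to 0.83 for Fgf23, from -0.70 to 0.61 for Pdpn, from -0.60 to 1.01 for Oscar, from -0.72 to 1.14 for Calcr, from -1.19 to 0.40 for Hbb-bt, from -1.60 to 0.31 for Camp, from -1.24 to 0.25 for Ltf, from -1.42 to 0.02 for Prtn3, from -1.22 to 4.52 for Retnlg, from -1.03 to 0.33 for Lcn2, from -2.06 to 5.83 for Tnnt3, from -1.40 to 8.88 for Tnnc2, from -2.16 to 5.56 for Actn3, from -1.20 to 0.35 for Myh7, from -0.21 to 5.76 for Tnnt1, from -0.09 to 0.63 for Tnni1, from -0.92 to 4.62 for Matn3, from -0.50 to 0.10 for Sox9, from -0.30 to 2.14 for Col9a1, from -1.01 to 0.10 for Tnmd and from -0.92 to 0.25 for Thbs4.

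In skeletal muscle, the signs turned as follows. With each library centred on its median, the log2 fold change was -0.04 for Cpt1a and -0.01 for Ucp3. With quantile normalization, the log2 fold change was -0.04 for Cpt1a and -0.01 for Ucp3. With array weights, the log2 fold change was 0.04 for Nr1d2, 0.00 for Acadvl and 0.06 for Slc25a20. Leaving out each mouse in turn gave log2 fold changes of both signs, with ranges from -0.43 to 0.01 for Ahr, from -0.03 to 0.18 for Cry1, from -0.49 to 0.14 for Npas2, from -0.18 to 0.05 for Nr1d2, from -3.53 to 0.40 for Egr2, from -0.05 to 0.78 for Atf3, from -0.05 to 0.37 for Pnpla2, from -0.57 to 0.25 for Lipe, from -0.29 to 0.10 for Mgll, from -0.71 to 0.13 for Lpl, from -0.16 to 0.13 for Cpt1a, from -0.35 to 0.00 for Acadm, from -0.12 to 0.08 for Acadvl, from -0.30 to 0.00 for Acaa2, from -0.21 to 0.11 for Slc25a20, from -0.07 to 0.32 for Ucp3 and from -1.40 to 0.25 for Angptl4.

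The depth limits what low genes can show. In cortical bone the library with the fewest reads, BAY replicate 4, had 930307 counted reads, and a gene at 3.2 CPM rests on 3 reads there. In skeletal muscle, the called genes Gng4 and Cyp1a1 rest on at most 3 and at most 12 reads per library.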

Differences from the paper's values

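In cortical bone, 249 genes were called, against the paper's 1433, and 55 of them were protein coding, against the paper's 847. Of the alternatives set before the data were examined, the fit without VEH replicate 2 came within 1.5 times both of the paper's values, with 1116 and 593 genes, and none of the others did. The filter, the pseudocounts, the scalings, the variance models, the array weights, the replicate block and the other 7 fits with a mouse left out did not close either gap. With limma voom on the reads recovered from the steps, chosen after seeing the values, 1433 genes were called and 847 were protein coding. In skeletal muscle this setting called 700 genes, of which 327 were protein coding, against the paper's 701 and 327, and gave a fold decrease of 2.33 for Cyp1a1 against the paper's 2.32. The paper's methods name limma-voom, so the gaps in cortical bone go with the choice of fit.

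Supplemental Table 4 of the paper gives olfactory transduction the highest enrichment score in cortical bone. Here the odds ratio of olfactory receptor genes among the called genes was 0.337, and it was above 1 only with voom on the recovered reads, chosen after seeing the values, at 3.01. That fit also returned the paper's counts of called genes in cortical bone. The results text of the paper names another pathway, circadian entrainment, as the one with the highest score in cortical bone.

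The paper states that Gng3 was expressed at a higher level in the skeletal muscle of BAY-treated mice. The log2 fold change was 3.55 in the same direction, with a standard error of 1.92, and did not pass the threshold of an unadjusted P value under 0.05. It passed that threshold with log2(CPM + 1), log2(CPM + 0.1) and voom weights, and with voom on the recovered reads, chosen after seeing the values.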

Other observations

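In this part, the tests of muscle tissue in bone, of library depth behind the called genes of skeletal muscle, of the time of tissue collection, and of how the splits share the treatments were chosen after the result was seen. The share of genes near the estimated background and both tests of low values in skeletal muscle were taken as undecided after their values were seen.

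The 8 libraries of a tissue can be split into 4 and 4 in 35 ways, of which 8, the real one included, part every pair of libraries with the same number. A share of these 8 can never be under 0.125, so they cannot rule out chance, and the count over the 35 splits, most of which keep some same-numbered libraries together, is given beside it. In cortical bone, 4 of the 8 and 22 of the 35 splits called at least 249 genes, the largest number being 10043. In 8 of 8 and 35 of 35, at least 0 genes had an adjusted P value under 0.05, which any split gives, beside 249 genes at an unadjusted P value under 0.05. An odds ratio of olfactory receptor genes of at least 0.337 was given by 3 of the 8 and 16 of the 35. This counts splits with higher ratios, while the real ratio was low. The median over the 35 splits was lower still, at 0.299, so a ratio this low was not unusual among them. At least 10 gene lists were given by 3 of the 8 and 6 of the 35. In skeletal muscle, 1 of the 8 and 1 of the 35, the real split alone, called at least 510 genes, and the largest number in another split was 485. At least 0 genes with an adjusted P value under 0.05 were again given by 8 of 8 and 35 of 35, beside 2056 at an unadjusted P value under 0.05. An odds ratio of at least 4.15 was given by 1 of the 8 and 2 of the 35, and at least 3 gene lists by 5 of the 8 and 21 of the 35. The clock list passed in 8 of the 35 splits, the immediate early list in 17 and the lipid catabolism list in 26. Among the 18 splits with 2 mice of each treatment on each side, these lists passed in 1, 5 and 13, and among the 16 splits with 3 mice of a treatment on a side in 6, 11 and 12. Passing therefore went with treatment for the clock and immediate early lists, and not for the lipid catabolism list.

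With limma voom on the reads recovered from the steps, chosen after seeing the data, 1433 genes were called in cortical bone, 1431 of them higher in BAY-treated mice. As many genes were called in 4 of the 8 splits and 18 of the 35, with up to 18181. No gene had an adjusted P value under 0.05, and the smallest was 0.731 in limma. VEH replicate 1 alone had the lowest value for 96.7% of the 1433 genes. Without VEH replicate 1, 393 genes were called, and 2.9% of the 1433 were still called, the lowest share for any mouse left out. The count also rests on other libraries. Without BAY replicate 4, 389 genes were called and 22.2% of the 1433 were still called, and without BAY replicate 1 these were 606 and 40.3%. Leaving out any of the other 5 mice called from 1154 to 6740 genes, with 70.1% to 99.4% still called. Of the 1433 genes, 94.5% had a mean under 3 times the estimated background, but so did 97.0% of all genes, and this share does not separate them. A low background in VEH replicate 1 may be part of the source of the 1433 calls. In skeletal muscle, 1 of the 8 splits and 2 of the 35 called as many genes as the 700 of the real split.

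Genes of skeletal muscle fibres differed widely between cortical bone libraries. The list mean was between -1.04 and 11.04 on the log2 scale. Muscle left on the bone would make the 12 genes rise and fall together. Their median pairwise correlation across the 8 libraries was 0.94, at percentile 100.0 of 10000 random lists of the same size matched on mean, whose 95th percentile was 0.75. An effect of BAY treatment on the list mean was not detected (exact permutation P = 0.4, two-sided). Muscle tissue on the bone may therefore be the source of this spread, and no separate measure of it was tested.

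In skeletal muscle, 68.4% of the 510 called genes had a mean under 1 CPM, against 37.3% of all genes. The small offset of the deposited values was tested as an explanation, since a change from 0 to a single read is large on that scale. With log2(CPM + 1), 52 genes were called, none with a mean under 1 CPM, but this offset also compresses the fold changes of such genes. With log2(CPM + 0.1), 645 genes were called, 70.1% of them with a mean under 1 CPM. A single read was worth 0.108 CPM in VEH replicate 3 to 0.163 CPM in BAY replicate 2, more than this offset. A change from 0 to a single read therefore stays large there, and this setting does not decide on the explanation. Library depth was tested by the direction of the changes, with 230 called genes lower in BAY-treated mice, whose libraries had fewer counted reads by the median, and 280 higher. This balance does not show where the values lie, so the pattern cannot be told apart from library depth.

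Immediate early genes, a list the paper does not report on as such, were higher in the skeletal muscle of BAY-treated mice. The median log2 fold change of the 18 genes was 0.89, 17 of them were higher, and the adjusted P value was 2.2e-09 in limma's camera. The list mean was higher by 0.90, which did not pass the threshold across mice (exact permutation P = 0.0857, two-sided). The called genes were Fos, Junb, Egr1, Nr4a1 and Arc, with log2 fold changes of 1.40 for Junb, 1.27 for Egr1, 1.38 for Nr4a1 and 1.13 for Arc. Fat tissue on some muscles went against the tests, since the P value of the list was 2.6e-11 with the adipocyte mean as a covariate. Library depth was tested by whether the deepest library of a group had the lowest list mean, which held in 0 of the 2 groups. The deepest, VEH replicate 3 and BAY replicate 3, had the highest list means of their groups, 2.26 and 3.46. With only 2 groups this argues against depth without excluding it. VEH libraries, with the lower list mean, were the deeper ones, with medians of 8487164 against 7199160 reads. Chance was not ruled out, so no biological explanation can be given, and handling or the time before tissue collection was not tested for this list.

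Clock genes were compared in skeletal muscle by an index chosen after related results were seen. The index is the mean of Per1, Per2, Per3, Dbp, Ciart and Tef minus that of Arntl, Npas2 and Clock. It was higher by 1.31 on the log2 scale in BAY-treated mice without overlap between the groups (exact permutation P = 0.0286, two-sided). The nearest values were 2.07 in VEH replicate 2 and 2.14 in BAY replicate 2. The subtracted genes were also the lowest of the list here, so this P value is no separate support. For the mean of the whole list the exact permutation P value was 0.0571, two-sided. The time of day or the order of tissue collection would be expected to move the same index in cortical bone. It differed there by -0.14 (exact permutation P = 0.8, two-sided), with SDs of 0.89 and 0.66 in VEH-treated and BAY-treated mice, a spread that could hide a shift of the size seen in muscle. The paper's text names a light/dark cycle and no time of collection, and the difference cannot be told apart from the time of collection.

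Among other genes, Tnc, whose protein the paper reports as higher in skeletal muscle, had a log2 fold change of -0.83 with a standard error of 0.58 (exact permutation P = 0.314, two-sided) and an adjusted P value of 0.662 in limma. The value in VEH replicate 3 was far above the rest of its group, and without that library the log2 fold change was -0.27. The paper measured the protein in the quadriceps, and the RNA is from the tibialis anterior. In cortical bone, Cyp1a1 had a log2 fold change of 0.38 with a standard error of 1.45 (exact permutation P = 0.8, two-sided), and Ahr one of 0.72 with a standard error of 0.74 (exact permutation P = 0.371, two-sided). In skeletal muscle, called genes from lists that did not pass the list test included Plin1 and Postn, with log2 fold changes of -2.13 and -1.86, and for both most reads came from VEH replicate 3, with 351 and 81 reads.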
